# Naked cuticle is essential for *Drosophila* wing development beyond Wingless signaling

**DOI:** 10.1002/2211-5463.70149

**Published:** 2025-10-25

**Authors:** Rui Wang, Ping Wang

**Keywords:** development, *Drosophila*, naked cuticle, Wnt

## Abstract

The evolutionarily conserved gene *naked cuticle* (*nkd*) has been gone through studies in both invertebrate and mammalian model systems. Nkd proteins play an essential role in the development of *Drosophila* as a negative‐feedback regulator for Wingless signaling. In this research study, we showcase the multifaceted functions of Nkd in *Drosophila* wing development. The disturbance of *nkd* dosage genetically disrupts multiple biological processes in the larval stage and the morphologies of adult wings. Our results of high‐throughput sequencing indicate that *nkd* may have profound effects on *Drosophila* wing development involving more essential signaling pathways. Nkd may serve as a potential integrator of multiple signaling pathways during wing development, extending its functional repertoire beyond simple Wg inhibition.

**Abbreviations**
*Ap*
: *Apterous*
*Da*
: *Daughterless*
DEG: differentially expressed gene
Dpp: decapentaplegic
Dsh: dishevelled
FBS: Fetal Bovine Serum
GO: Gene ontology
*Kc*
: *Kc167*
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: mitogen‐activated protein kinase
*nkd*
: *naked cuticle*
NLS: nuclear localization signal
RNA‐seq: RNA sequencing
STF: SuperTopFlash
*wg*
: *wingless*
Wg‐CM: Wg‐conditioned media
WRE: Wnt response element

The development of complex structures like the *Drosophila* wing requires the precise integration of multiple conserved signaling pathways. The interplay between these pathways ensures coordinated cell fate specification, proliferation, and tissue patterning. Therefore, identifying molecules that serve as integrators or nodes for cross talk between these pathways is crucial for understanding the fundamental principles of morphogenesis. Transducers, some of which serve as nodes for cross talk between pathways, are commonly essential for morphogenesis during development and elaborate tissue‐specific gene regulation. Given the crucial role of the Wnt pathway in stem cell development and maintenance [1, 2, 3], it is unsurprising that mutations in Wnt signaling transducers are frequently observed in diseases, including carcinomas. The most well‐characterized example is the APC mutation in colon cancer [4, 5, 6]. *AXIN1*, *AXIN2*, and *β‐catenin* mutations have also been reported in a variety of carcinomas as well [7, 8, 9, 10]. Several groups of molecules physiologically attenuate Wnt signaling through distinct mechanisms. Notably, negative‐feedback regulators, such as Notum, Nemo, and Naked cuticle (Nkd), ensure fine balancing of Wnt signaling [11, 12, 13].

Endogenous *nkd* expression depends on *wingless* (*wg*) [12] and the recruitment of Wg‐dependent TCF to the *nkd* control region has been verified [14], providing evidence that *nkd* is a direct target gene of Wnt signaling. Later studies demonstrated that the inhibitory function of Nkd depends on specific motifs conferring membrane localization, Dishevelled (Dsh) binding, and two potential nuclear localization signals (NLSs) [15, 16, 17, 18, 19]. Aggregation of a conserved C‐terminal histidine cluster has been proven crucial for promoting Axin destabilization [20]. Nkd physically interacts with Dsh, which plays a vital role in both canonical and noncanonical Wnt pathways [21].

Beyond its role in development, the function of Nkd proteins is highly conserved and critically important in human disease. In mammalian species, including humans, there are two *NKD* homologs, *NKD1* and *NKD2* [22], which have emerged as important regulators in cancer biology. Studies have identified and suggested that both *NKD1* [23, 24, 25] and *NKD2* [26, 27, 28] are associated with several human cancers, including colorectal adenocarcinoma and non‐small‐cell lung cancer, by mutations and DNA hypermethylation mediated downregulation. Loss of either *NKD1* or *NKD2* would promote tumorigenesis and/or result in a poor prognosis of cancer. These studies lead to a potential diagnostic application that the methylation or expression of *NKD1/2* might be used as a prognostic marker in cancer. These studies underscore the evolutionary significance of Nkd family proteins and highlight the necessity of understanding their precise molecular functions, which can be elegantly modeled in *Drosophila*. It is important to understand the pleiotropic role of *nkd* as the connection between *nkd* homologs and human diseases.

In this study, we demonstrate that *nkd* impacts multiple biological processes and mediates cross talk between Wnt/Wg signaling and other development‐related pathways during *Drosophila* wing development, largely dependent on Nkd‐Dsh interaction.

## Materials and methods

### *Drosophila* genetics

P[*UAS‐GFP*], P[*UAS‐mCD8::GFP*] [29], P[*UAS‐GFP::lacZ.nls*] [30], P[*UAS‐Nkd* ^*GFPC*^], P[*UAS‐Nkd* ^*ΔR1S/GFPC*^], P[*UAS‐Nkd* ^*Δ30aa/GFPC*^] [17], P[*UAS‐Nkd* ^*ΔD6/GFPC*^] [19], and P[*dpp‐LacZ*] [31] have been described previously and were obtained from the Bloomington Stock Center. All *UAS‐Nkd* transgenic lines were systematically outcrossed into a common, uniform genetic background for at least five generations. Following outcrossing, stable stocks for each transgene were established through re‐balancing with the appropriate chromosome balancers.

All lines were cultured with standard medium at 25 °C. Experiments with *Daughterless‐Gal4*, *Engrailed‐Gal4*, *Apterous‐Gal4*, and *MS1096‐Gal4* were carried out at 25 °C. Larvae were dissected 120 h after egg laying. Adult flies were frozen overnight and photographed with a Nikon ShuttlePix P‐400Rv microscope.

### Antibodies

Immunostaining of imaginal disks was performed as described [32] using the following antibodies: anti‐β‐galactosidase antibodies (1 : 500, Cappel, MP Biomedicals, Santa Ana, CA, USA) and anti‐Wingless (1 : 200, Developmental Studies Hybridoma Bank at the University of Iowa, USA).

### Vectors

*Nkd* alleles expression vectors were generated by subcloning *Nkd* fragments with *GFP* tags at the N terminus into a pAc5.1 expression vector (Invitrogen, Carlsbad, CA, USA). The primer sequences used for plasmid construction are listed below:

*Nkd‐full* forward: 5′‐GGTACCATGGCGGGTAACATTGTCAAATG‐3′, *Nkd‐full* reverse: 5′‐CTCGAGGACATCCTGCTGCTCCTTG‐3′, *Nkd‐del‐R1S* forward: 5′‐CTGGAGGAATTCTCCCGGGCGGAGCAGTGC‐3′, *Nkd‐del‐R1S* reverse: 5′‐CTCCGCCCGGGAGAATTCCTCCAGTCGGAT‐3′, *Nkd‐del‐D6* forward: 5′‐AACCATCAAATGGCCTGCCCGAATCGCCAT‐3′, *Nkd‐del‐D6* reverse: 5′‐ATTCGGGCAGGCCATTTGATGGTTCGGGTG‐3′, *Nkd‐del‐30aa* forward: 5′‐CGAAAATCGGCCGGAAAACCCCAAGCCAAT‐3′, *Nkd‐del‐30aa* reverse: 5′‐TTGGGGTTTTCCGGCCGATTTTCGCTGCTG‐3′.

### *Drosophila* cell culture

*Kc167* (*Kc*) cells were routinely cultured in Schneider's *Drosophila* media (Invitrogen) containing 5% Fetal Bovine Serum (FBS) at 25 °C. Transient transfections were carried out with X‐tremeGENE HP DNA Transfection Reagent (Roche Applied Science, Penzberg, Germany) according to the manufacturer's instructions.

For the Wnt response element (WRE) reporter assay, a mixture of DNA containing 100 ng *SuperTopFlash* (*STF*) vectors, 200 ng of ectopic *Nkd* alleles expression vectors, and 1 ng *pAc‐lacZ* (Invitrogen) was co‐transfected into 10^6^ cells. Transfection efficiency was normalized using the pAc‐lacZ β‐galactosidase activities. Luciferase and β‐galactosidase activities were assayed using the Tropix Luc‐Screen and Galacto‐Star kits (Applied Biosystems, Carlsbad, CA, USA) and quantitated with a Chameleon plate luminometer (Hidex Personal Life Science, Turku, Finland).

*pTub‐wg S2* cells were kindly provided by Dr Roel Nusse from Stanford University. *pTub‐wg S2* cells were cultured in Schneider's *Drosophila* media (Invitrogen) containing 10% FBS at 25 °C. Wg‐conditioned media (Wg‐CM) was concentrated and stored as described [14]. *Kc* cells were treated with Wg‐CM for 12 h prior to harvesting.

### RNA sequencing analysis

Each RNA sample was prepared in biological duplicate from ~ 70 wing imaginal disks of late third larvae expressing GFP or Nkd recombinant proteins under the control of *MS1096‐Gal4*, which has been shown to express GAL4 in the central pouch region of wing disks [33, 34, 35]. Total RNA was extracted using TRIzol (Invitrogen). RNA‐seq libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following manufacturer's recommendations. RNA‐seq was performed by using Illumina NovaSeq 6000 platform and 150‐bp paired‐end reads were generated. Paired‐end clean reads were aligned to the fly reference genome (BDGP6) with hisat2 (version 2.2.1) [36]. The aligned reads were used to quantify mRNA expression by using featureCounts. The deseq2 package in r [37] was used to compute normalized fold change and adjusted *P* value for each gene, comparing Nkd recombinant protein‐expressing wing disks to the GFP‐expressing controls. Those genes with |fold change| > 1.5 and adjusted *P* value < 0.05 were considered to be differentially expressed. For bioinformatic analyses, the volcano plot showing differentially expressed genes (DEGs) was generated with ggplot2 package in r. Gene Ontology (GO) enrichment analysis of those DEGs was performed using david v6.8 [38, 39] and cytoscape v3.6.1 [40] with a bingo plugin (v3.0.3) [41, 42]. Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were carried out with online software kobas 3.0 [43]. The RNA‐seq reads used for this study have been submitted to the National Center for Biotechnology Information (NCBI) under Database ID: GSE167145.

## Results

### Overexpression of mutant Nkd proteins suppresses Wg pathway in Kc167 cells

In order to gain further insight into the Nkd function and subcellular localization, we sought to use several published *UAS* alleles of *nkd*, including a full‐length wild‐type *Nkd*, P[*UAS‐Nkd*] [17], and three mutant alleles of *Nkd*. *Nkd* ^ΔR1S^ lacks the Dsh binding region [16]. *Nkd* ^Δ30aa^ and *Nkd* ^ΔD6^ have potential nuclear localization signals (NLSs) deleted [17, 19] (Fig. 1A). Using the *Drosophila* salivary gland system, we examined the subcellular localization of Nkd mutants. These mutants were ubiquitously overexpressed using the *Daughterless‐Gal4* (*Da‐Gal4*) driver. Membrane‐localized and nuclear‐localized GFP served as controls (Fig. 1B). Wild‐type Nkd accumulated around the nuclear periphery with partial intranuclear puncta. Both *Nkd* ^Δ30aa^ and *Nkd* ^ΔD6^ localized cytoplasmically, while *Nkd* ^ΔR1S^ predominantly accumulated in the nucleus. This indicates that Nkd nuclear localization requires both putative NLSs [19]. Notably, the *Nkd* ^ΔR1S^ mutant exhibits preferential nuclear accumulation. Due to limitations of larval salivary glands (polytene, nondiploid cells) for functional insights, we generated Nkd mutant constructs based on *in vivo* fragments and investigated their function in *Drosophila* Kc cells via reporter assays.

**Fig. 1:**
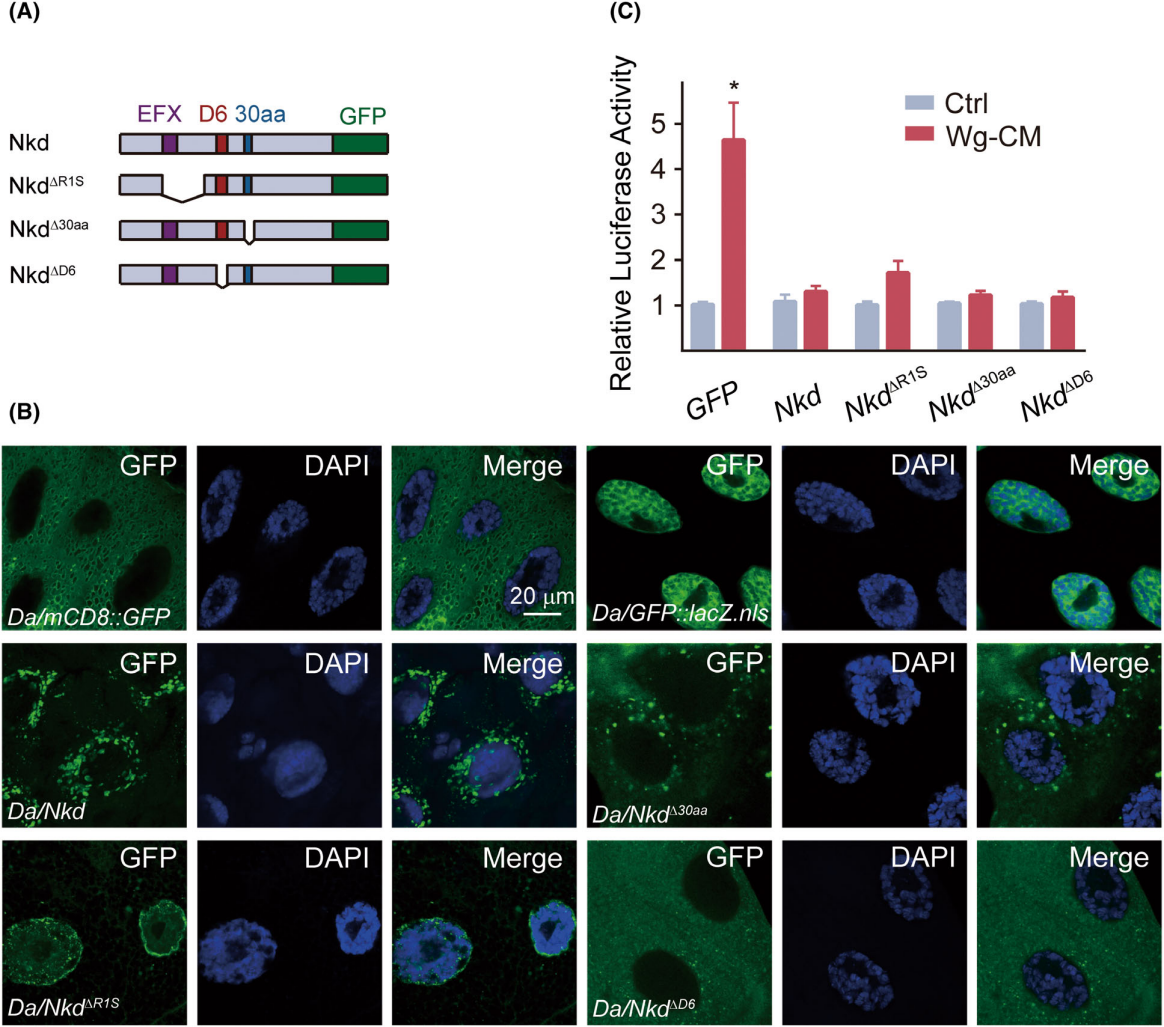
Nuclear localization of Nkd in the salivary gland requires the D6 motif and a 30 amino acid fragment. (A) A diagram showing the domain structures of ectopic Nkd mutants to be overexpressed in flies. (B) Representative confocal images of the late third instar salivary gland cells with genotypes as indicated. Nuclei are stained with DAPI (blue). Scale bar is 20 μm. (C) SuperTopFlash reporter assay measuring Wg pathway activity. Kc cells treated with Wg‐CM show suppressed luciferase activity across all Nkd mutants. Experiments were performed in triplicate and repeated at least three times. The data are expressed as mean ± SEM. * indicates *P* < 0.05 compared with the control group, as analyzed by ANOVA, followed by Tukey's multiple comparison *post hoc* test.

The WRE serves as an indirect indicator of cellular Wg signaling intensity. SuperTopFlash (STF) comprises 12 tandem TCF‐binding sites [14]. Upon Wg pathway activation, this reporter plasmid drives luciferase expression, allowing semi‐quantitative measurement of Wg signaling via luciferase activity. Treatment with Wg‐conditioned media (Wg‐CM) activated the Wg pathway in GFP‐overexpressing control cells. Reporter assays revealed that all Nkd mutants suppressed Wg signaling upon Wg‐CM stimulation (Fig. 1C).

However, reporter assays may arise discrepancies with variable expression levels and differential cellular contexts. Adult wing phenotypic analysis *in vivo* may yield more biologically meaningful insights.

### Nkd overexpression modulates wing morphogenesis

The crumpled wings and necrotic‐like appearance were frequently observed when either *Nkd* or mutant alleles were driven by *Apterous‐Gal4* (*Ap‐Gal4*) in the ventral wing pouch (Fig. 2A). In addition to morphological alterations, the wings of mutant flies exhibited size reduction compared with those of *Ap‐Gal4* > *GFP* controls.

**Fig. 2:**
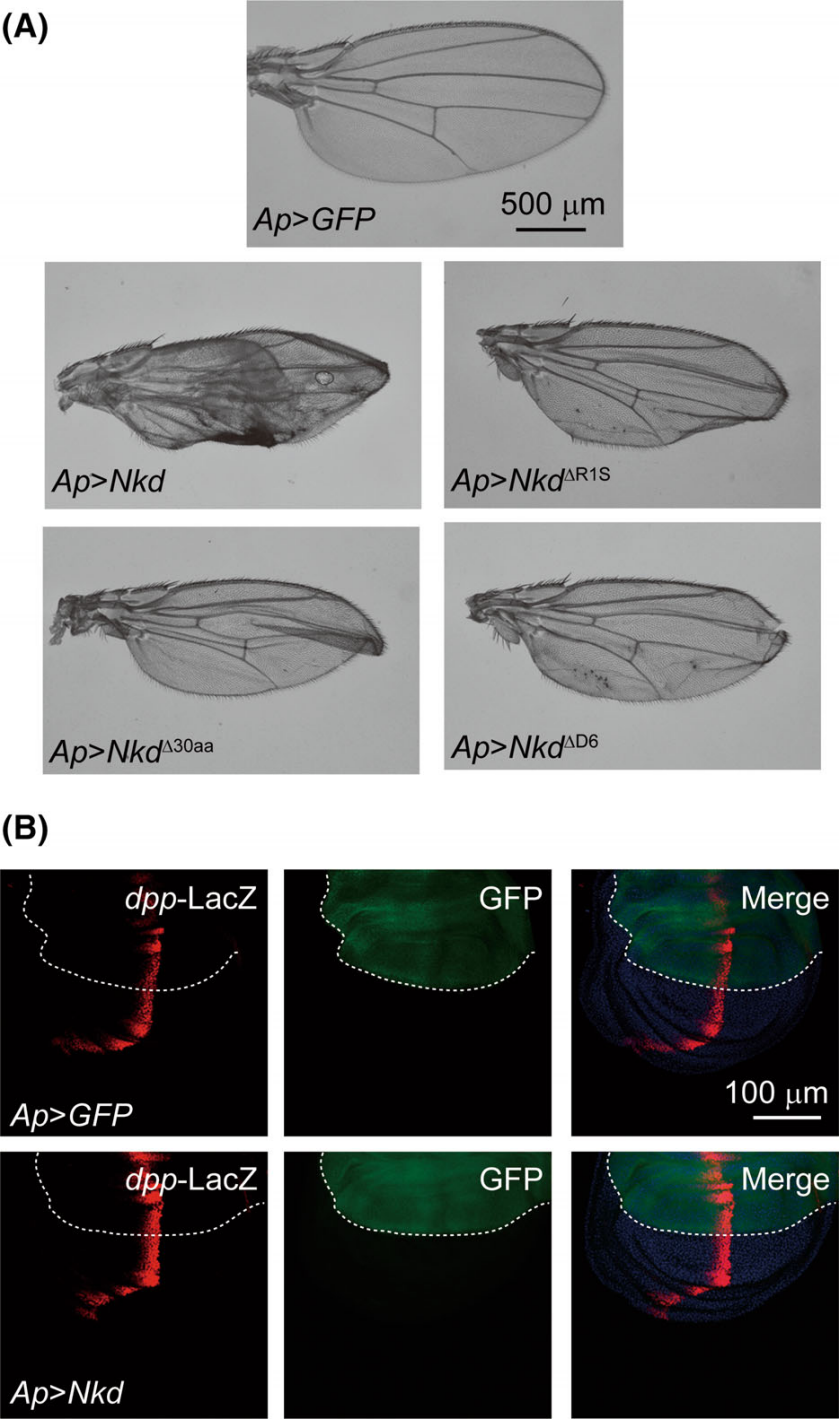
Nkd overexpression modulates wing morphogenesis without altering Dpp expression pattern. (A) Representative images of female adult wings from flies with genotypes as indicated. Scale bar is 500 μm. (B) Representative confocal images of the third instar larval wing disks with antibodies against β‐galactosidase (LacZ, red) with genotypes as indicated. Dorsal/ventral boundaries are marked by the white dotted lines. Nuclei stained with DAPI (blue). Scale bar is 100 μm.

During development, graded morphogens regulate gene expression across fields of cells in a concentration‐dependent manner [44]. Ectopic overexpression or insufficient expression of Decapentaplegic (Dpp) correspondingly alters imaginal disk size [45]. Given the established correlation between Dpp signaling strength and wing size, we investigated whether observed wing size variations result from altered Dpp expression levels. In our experiments, ectopic Nkd expression in the *Drosophila* wing disk induced no significant change in Dpp expression pattern (Fig. 2B). This suggests that Dpp occupies a position upstream of Nkd within the wing developmental regulatory network. These results prompted us to hypothesize that the role of *nkd* function in wing development might be beyond Wingless signaling, consistent with our understanding that *Drosophila* wing development is orchestrated by many signaling pathways.

### Overproduction of Nkd disrupts transcriptional networks in wing disks

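Wing imaginal disks of late larvae were sequenced in 5 groups that expressed GFP, Nkd, Nkd ΔR1S, Nkd Δ30aa or Nkd ΔD6 under *MS1096‐Gal4*, with 2 RNA samples per group and about 70 disks per sample. Nkd ΔR1S lacks the region that binds Dsh, and Nkd Δ30aa and Nkd ΔD6 each lack a potential nuclear localization signal. The larvae were kept at 25 °C and dissected 120 h after egg laying. The methods call the samples of a group biological duplicates but do not say whether they came from separate crosses, so a p-value here measures the spread between these samples, part of which may be technical. The libraries held 18695697 to 20941842 counts, with a median of 19321575.5. Replicates 1 and 2 held 19909939 and 20581154 counts in GFP disks, 19260364 and 19224468 in Nkd disks, 18695697 and 18961766 in Nkd ΔR1S disks, 20612057 and 20941842 in Nkd Δ30aa disks, and 19382787 and 19116476 in Nkd ΔD6 disks. The authors aligned paired-end reads to BDGP6 with HISAT2 2.2.1 and counted them per gene with featureCounts, and the values used here are those raw counts. The strand setting of the counting is not given in the sources used here, so the assignment of reads between overlapping genes is uncertain. The counts were normalized by TMM and tested with edgeR's quasi-likelihood test in a single fit of all 10 libraries, over the 9264 genes that its expression filter kept out of 14420 with a count. A gene was called higher or lower at a fold change over 1.5 and an adjusted p under 0.05, which are the paper's thresholds. Levels are given as TMM-normalized CPM with the SD of the 2 libraries of a group. The counts of long relative to short genes differed between the libraries. Across genes, the rank correlation between exon length and a library's deviation from the mean of the 10 libraries was -0.616 and -0.479 in the GFP libraries, 0.00309 and 0.287 in Nkd, -0.426 and -0.0380 in Nkd ΔR1S, 0.620 and 0.551 in Nkd Δ30aa, and 0.281 and 0.136 in Nkd ΔD6. Genes are not independent replicates, so these values describe the libraries and carry no p.

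**Figure D1:**
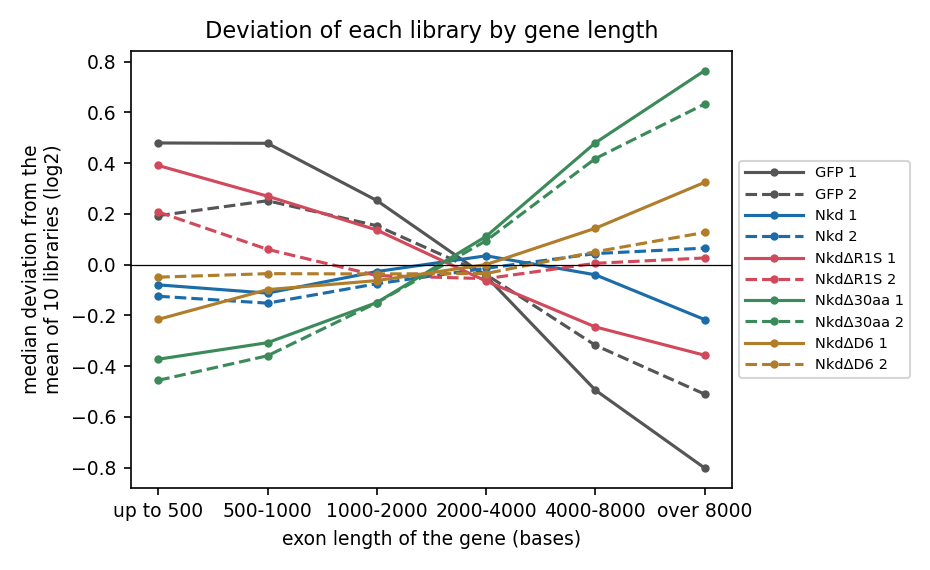
Median deviation of each library from the mean of the 10 libraries (log2, y axis) for genes grouped by exon length in bases (x axis), with a solid line for replicate 1 and a dashed line for replicate 2 of each group. Genes over 8000 bases lie at -0.80 in GFP replicate 1 and at 0.76 in Nkd Δ30aa replicate 1.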

To explore the *nkd* function in the wing at a molecular level, we examined the whole transcriptional profiles of wing disks expressing Nkd mutants and GFP controls by performing RNA sequencing (RNA‐seq) analysis. *MS1096‐Gal4* was reported to express GAL4 in the central pouch region of third instar larval wing disks [33, 34, 35] (Fig. 3A), which could induce Nkd expression in a broader manner than *En‐Gal4* and *Ap‐Gal4* do. RNA samples were extracted from dissected wing primordia expressing Nkd proteins driven by *MS1096‐Gal4* (see Materials and methods).

**Fig. 3:**
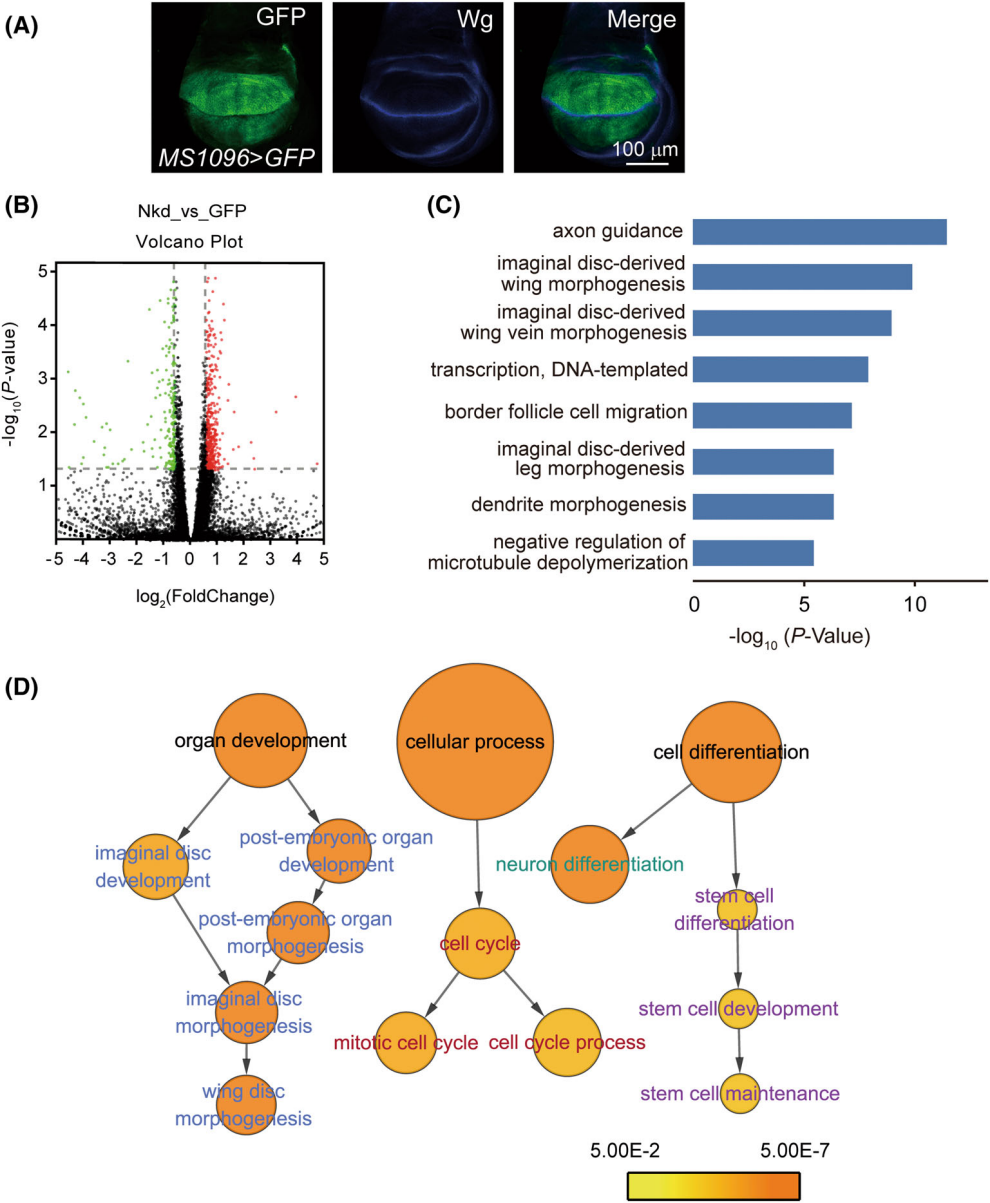
Overproduction of *Nkd* in wing disks affects biological processes in larvae. (A) Representative confocal images of the late third instar wing imaginal disks stained with antibodies against Wingless (Wg, blue) with genotypes indicated. Scale bar is 100 μm. (B) The differentially expressed genes (DEGs) were illustrated in volcano plots (|fold change| > 1.5 and adjusted *P* value < 0.05). Data points in red represent upregulated and green represent downregulated genes. Genes without any significant difference are in black. (C) Functional annotation clustering analysis of differentially expressed genes derived from *Nkd* overexpression was performed using DAVID. (D) Gene Ontology (GO) charts for Biological Processes of DEGs between Nkd group and GFP control, analyzed and visualized as directed acyclic graphs by Cytoscape. GO categories are shown in circles with the area proportional to the ratios of observed gene frequencies over expected ones and the intensities of the orange color gradient correlate with minus Log_10_(*P* values).

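*nkd* itself (FBgn0002945, chromosome 3L from 19003741 to 19045449 of BDGP6) rose from 53.7 ± 23.2 CPM in GFP disks to 1165 ± 34.3 CPM in Nkd disks (SD, n = 2 per group), a log2 fold change of 4.44 (standard error 0.37, adjusted p = 0.00696 from edgeR). Gene counts do not separate the transgene from the endogenous gene. Across the genes tested, 283 were higher and 418 were lower in Nkd disks than in GFP disks. NaPi-III, a phosphate transporter gene, rose from 29.7 ± 2.39 to 123 ± 17.8 CPM (SD, n = 2), a log2 fold change of 2.05 (standard error 0.15, adjusted p = 0.00178). krimp, a gene of the piRNA pathway, fell from 42.5 ± 2.42 to 5.95 ± 0.623 CPM (SD, n = 2), a log2 fold change of -2.84 (standard error 0.28, adjusted p = 0.00877). Other large increases were those of Cda5, a chitin deacetylase-like gene (1.69), CG13053 (1.53), mon2 (1.42) and GstD9, a glutathione S-transferase gene (1.33). Among the large decreases were hpRNA:CR32205, a hairpin RNA gene (-3.12), CG4098 (-2.32) and CG14715 (-1.98), all as log2 fold changes. Genes called higher had a median exon length of 5627 bases and genes called lower one of 877 bases, against 2020 bases for all genes tested. Listed salivary gland markers summed to 16480 CPM in Nkd replicate 1 and 213 CPM in Nkd replicate 2, against 4850 and 640 CPM in the GFP libraries (normalized over all genes with no filter). Counts of genes higher and lower were 4 and 6 without GFP replicate 1, and 339 and 196 without GFP replicate 2. They were 43 and 14 without Nkd replicate 1, and 2 and 2 without Nkd replicate 2, with the lone library of a group assumed to vary like the other groups. With offsets that remove each library's trend on gene length they were 22 and 34, and with RLE normalization in place of TMM they were 497 and 238. Even *nkd* itself was not called by edgeR without Nkd replicate 2, or in a fit of the 4 libraries of these groups alone. Low counts in such fits therefore do not show that changes are absent.

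**Figure D2:**
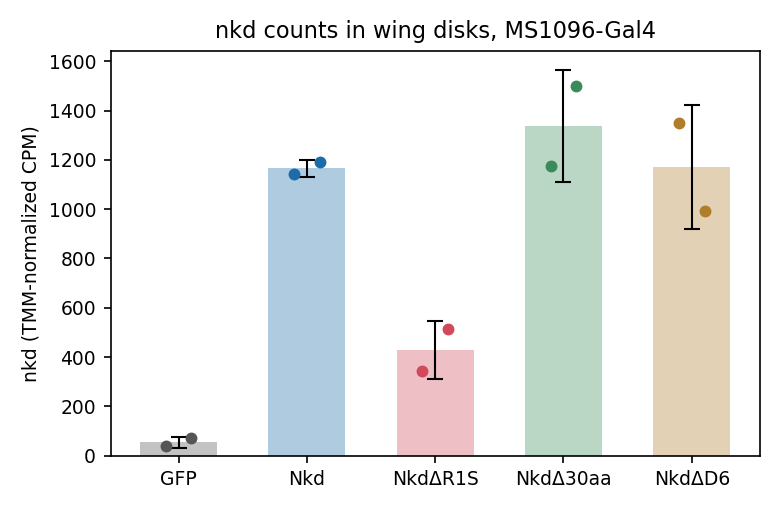
*nkd* counts (TMM-normalized CPM, y axis) in the 5 groups (x axis), with points for the 2 libraries of a group, a bar for their mean and a line for the SD. The mean is 53.7 CPM in GFP, 1165 in Nkd, 429 in Nkd ΔR1S, 1337 in Nkd Δ30aa and 1171 in Nkd ΔD6.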

The DEGs between Nkd group and GFP control (Nkd_vs._GFP) include 418 upregulated genes and 254 downregulated genes (|fold change| > 1.5 and adjusted *P* value < 0.05) (Fig. 3B). Overexpression of Nkd significantly impacts the expression of multiple genes involved in wing morphogenesis. 

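Of 88 measured genes on a list of wing and vein morphogenesis, 10 were higher and 0 were lower in Nkd than in GFP disks by edgeR (16 higher and 1 lower when adjusted over the list alone). vn, which encodes an EGF receptor ligand needed for vein formation (FBgn0003984, chromosome 3L from 5813338 to 5845664), rose from 16.7 ± 4.37 to 31.7 ± 0.135 CPM (SD, n = 2), a log2 fold change of 0.92 (standard error 0.19, adjusted p = 0.0255). salr, a zinc finger gene of the wing pouch that acts downstream of Dpp, rose by 0.81 (standard error 0.19, adjusted p = 0.0320), and dve, a homeobox gene of the pouch, by 0.75 (standard error 0.18, adjusted p = 0.0320). mew, which encodes an integrin alpha subunit, rose by 0.62 (standard error 0.17, adjusted p = 0.0439), and pnt, an ETS factor downstream of the EGF receptor, by 0.62 (standard error 0.16, adjusted p = 0.0410). Of 12 markers of the wing pouch, 2 were higher, namely salr and dve. The list's 10 calls became 0, 18, 1 and 0 without GFP replicate 1, GFP replicate 2, Nkd replicate 1 and Nkd replicate 2, and 0 with gene length offsets. At an unadjusted p under 0.05, edgeR gave 23 higher and 1 lower, and DESeq2 on the 4 libraries of the 2 groups gave 21 and 1.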

Functional annotation clustering analysis revealed significant enrichment of biological processes critical for *Drosophila* wing development, including imaginal disk‐derived wing morphogenesis and wing vein specification. 

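The members of the wing and vein list had a median log2 fold change of 0.39 in Nkd against GFP disks, and 74 of the 88 had a positive value. They moved up relative to the other genes tested by camera with a preset correlation (adjusted p = 5.91e-09), a call that was lost with an estimated correlation (adjusted p = 0.520). Called genes were not over-represented among them by a one-sided Fisher's exact test (adjusted p = 0.572 over 36 lists), at 11.4% of members against 7.57% of all genes tested. They were over-represented with DESeq2 on the 4 libraries (0.0011) or on all (2.1e-04), with no filter (0.0094), at an unadjusted p (0.0027) and without GFP replicate 2 (3.4e-05), as adjusted p of the same test. With no filter, 11 wing and vein genes were higher against 10 with it, while the background of the test rose from 9264 to 14420 genes. The Dpp pathway, which patterns the veins, had 2 of 24 measured members higher and 0 lower (5 and 0 when adjusted over the list alone). Hedgehog pathway genes had 5 of 22 higher and 0 lower (7 and 0 when adjusted over the list alone), among them ptc, the Hedgehog receptor, at a log2 fold change of 0.65. By edgeR the Dpp and Hedgehog counts were 0 and 0 without GFP replicate 1, 3 and 7 without GFP replicate 2, 0 and 1 without Nkd replicate 1 and 0 and 0 without Nkd replicate 2. Gene length offsets gave 0 and 0 (5 and 7 at an unadjusted p under 0.05 without offsets, 5 and 7 by DESeq2 on the 4 libraries). The wing and vein list has a median exon length of 4887 bases, and with gene length offsets its median log2 fold change was 0.05.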

Key transcriptional regulatory pathways, such as DNA‐templated transcription, were concurrently enriched, suggesting coordinated genetic control of wing patterning (Fig. 3C). 

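Of 72 measured genes of chromatin organization, 10 were higher and 0 lower in Nkd than in GFP disks by edgeR. The counts were 23 and 0 when adjusted over the list alone, 24 and 0 at an unadjusted p under 0.05, and 24 and 0 by DESeq2 on the 4 libraries. E(bx), a subunit of the NURF remodeling complex (FBgn0000541, chromosome 3L from 233926 to 246912), rose from 76.4 ± 12.2 to 158 ± 36.6 CPM (SD, n = 2), a log2 fold change of 1.05 (standard error 0.21, adjusted p = 0.0244). Jarid2, which works with Polycomb complexes, rose by 0.94 (standard error 0.24, adjusted p = 0.0389). Mi-2, a remodeling ATPase, rose by 0.66 (standard error 0.16, adjusted p = 0.0342), and JIL-1, a histone H3 kinase, by 0.66 (standard error 0.14, adjusted p = 0.0277). The list's median log2 fold change was 0.41 (camera adjusted p = 3.27e-07, lost with an estimated correlation, adjusted p = 0.520). Its calls were not over-represented by Fisher's exact test (adjusted p = 0.262) in this fit. They were with RLE normalization (0.0012), no filter (1.6e-04), DESeq2 on all libraries (1.7e-06) or the 4 libraries (1.1e-05), an unadjusted p (1.1e-04) and without GFP replicate 2 (0.028). Leaving out GFP replicate 1, GFP replicate 2, Nkd replicate 1 or Nkd replicate 2 left 0, 10, 2 and 0 members called. Gene length offsets left 0, with a median of 0.10.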

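Of 68 measured cell cycle genes, 5 were higher and 0 lower in Nkd than in GFP disks by edgeR (5 and 0 when adjusted over the list alone), and 63 did not pass the test. The calls included Cap-D2 and Cap-G, which encode condensin subunits, and SMC3, a cohesin subunit. Cap-D2 (FBgn0039680) rose from 48.7 ± 2.43 to 88.0 ± 11.8 CPM (SD, n = 2), a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0302). Cap-G rose by 0.73 (standard error 0.19, adjusted p = 0.0374) and SMC3 by 0.63 (standard error 0.12, adjusted p = 0.0238). mei-41, the ATR checkpoint kinase, rose by 0.59 (standard error 0.16, adjusted p = 0.0446). The median of the cell cycle list was 0.14 (camera adjusted p = 0.00606, and adjusted p = 0.520 with an estimated correlation), and 0.11 with gene length offsets. Neurogenesis genes had 5 of 47 measured members higher and 0 lower (5 and 0 when adjusted over the list alone). Axon guidance genes had 6 of 60 higher and 0 lower (6 and 0 when adjusted over the list alone). robo2 and robo1, receptors of Slit, rose by 0.87 (standard error 0.21, adjusted p = 0.0341) and 0.76 (standard error 0.21, adjusted p = 0.0462). Of the exon length of robo2, 22.9% is shared with an antisense gene. Fisher's exact test gave adjusted p = 0.971, 0.772 and 0.772 for the cell cycle, neurogenesis and axon guidance lists. The cell cycle list passed with no filter (0.0048) and the neurogenesis list without GFP replicate 2 (0.044). Camera calls of the last 2 lists (adjusted p = 0.00108 and 3.27e-07) were lost with an estimated correlation (adjusted p = 0.520 and 0.520). In the same order, edgeR called 0, 0 and 0 members without GFP replicate 1. It called 0, 1 and 0 without Nkd replicate 1, and 0, 0 and 0 without Nkd replicate 2. Without GFP replicate 2, calls fell in the cell cycle list and rose in the neurogenesis and axon guidance lists. At an unadjusted p under 0.05 the lists had 5, 9 and 11 members higher. DESeq2 on the 4 libraries gave 4, 8 and 13, and edgeR with gene length offsets gave 0, 0 and 0. Without GFP replicate 2 the median log2 fold changes of the lists were 0.254, 0.505 and 0.682, against 0.137, 0.283 and 0.402 with all libraries.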

Gene Ontology analysis performed by Cytoscape detailed these DEGs in some interesting biological processes, such as postembryonic organ development, cell cycle, neuron differentiation, and stem cell maintenance (Fig. 3D). These processes play crucial roles in *Drosophila* wing development, determining wing shape, vein patterning, and transcriptional regulation.

### R1S region is essential for Nkd‐mediated signaling cross talk

For better understanding of Nkd function in biological processes, we analyzed DEGs between different Nkd mutant groups and GFP control with the same threshold. 

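Against GFP disks, 1686 genes were higher and 1183 lower in Nkd Δ30aa disks, and 959 were higher and 538 lower in Nkd ΔD6 disks. Hsc70-2, a heat shock cognate gene, rose in Nkd Δ30aa disks by a log2 fold change of 5.78 (standard error 0.63, adjusted p = 0.00102) and in Nkd ΔD6 disks by 5.04 (standard error 0.61, adjusted p = 0.00868). Its level in GFP disks was 0.343 ± 0.171 CPM (SD, n = 2). krimp had log2 fold changes of -3.59 (standard error 0.30, adjusted p = 9.83e-04) and -3.72 (standard error 0.30, adjusted p = 0.00589) in the same groups. Culd, at a log2 fold change of 4.66, was among the largest increases in Nkd Δ30aa disks. Ect3, at -3.47 and -2.08, was among the large decreases of both groups. *nkd* had log2 fold changes of 4.64 (standard error 0.37, adjusted p = 9.83e-04) in Nkd Δ30aa and 4.45 (standard error 0.37, adjusted p = 0.00654) in Nkd ΔD6 disks. Of the genes called higher in Nkd disks, 264 were also called higher in Nkd Δ30aa and 233 in Nkd ΔD6 disks. Of those called lower, 353 and 211 were also lower. Independent calls would share 51.5 and 29.3 higher and 53.4 and 24.3 lower. Log2 fold changes over all genes tested correlated with those of Nkd at 0.540 and 0.531, with covariances of 0.526 and 0.483. In 40 simulated draws with no change in either group, the same GFP libraries alone gave mean correlations of 0.514 and 0.506 and covariances of 0.187 and 0.183. Shared calls in these draws averaged 0.0750 and 0.0500 higher and 0.0250 and 0.0250 lower, with at most 1 in a draw, but few genes are called at all where none changes. Part of the overlap may come from the shared GFP libraries, and a split of these would leave 1 library to each comparison. Part may also go with gene length, since the draws hold no group difference of any kind. With gene length offsets the covariances were 0.36 and 0.39. The calls shared by Nkd Δ30aa and Nkd became 3 higher and 3 lower without GFP replicate 1, 320 and 186 without GFP replicate 2, 40 and 9 without Nkd replicate 1, 2 and 1 without Nkd replicate 2, and 9 and 9 or 9 and 8 without Nkd Δ30aa replicate 1 or 2. Those shared by Nkd ΔD6 and Nkd became 1 and 2, 280 and 113, 38 and 7, and 2 and 1 without the same GFP and Nkd replicates, in that order. They were 0 and 0 by edgeR without Nkd ΔD6 replicate 1 (467 and 312 at an unadjusted p under 0.05, 453 and 101 by DESeq2 with both kept) and 232 and 74 without Nkd ΔD6 replicate 2. Gene length offsets left 10 higher and 23 lower shared with Nkd Δ30aa and 6 and 27 with Nkd ΔD6, and RLE normalization gave 464 and 189, and 407 and 96. Counts in Nkd ΔD6 fell to 8 genes without GFP replicate 1 and to 0 by edgeR without Nkd ΔD6 replicate 1 (1847 at an unadjusted p under 0.05 and 1548 by DESeq2 with both replicates kept). In Nkd Δ30aa they were 2133 without GFP replicate 1. RLE normalization gave 1832 and 942 for Nkd Δ30aa and 1090 and 320 for Nkd ΔD6. Gene length offsets gave 457 and 437, and 281 and 263. Among markers of other tissues, those of larval muscle had a median log2 fold change of -1.40 in Nkd Δ30aa disks, with 1 of 11 higher and 0 lower by edgeR (6 lower at an unadjusted p under 0.05, 5 by DESeq2 on the 4 libraries). Gut markers had a median of 2.11 in Nkd ΔD6 disks, with 0 called by edgeR (1 at an unadjusted p and 7 by DESeq2). Hemocyte markers, normalized over all genes with no filter, summed to 470 and 404 CPM in the Nkd Δ30aa and 388 and 354 CPM in the Nkd ΔD6 libraries, against 201 and 298 CPM in the GFP libraries. Most of these markers did not share the rise. Their median log2 fold change was -0.56 in Nkd Δ30aa and -0.38 in Nkd ΔD6 disks, with 1 of 10 higher in each by edgeR.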

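In Nkd Δ30aa disks, 51 of 88 wing and vein genes were higher and 0 lower against GFP by edgeR (52 and 0 when adjusted over the list alone). In Nkd ΔD6 disks 32 were higher and 1 lower (35 and 1). stan, a planar cell polarity cadherin gene, rose by a log2 fold change of 2.04 (standard error 0.23, adjusted p = 9.83e-04) in Nkd Δ30aa disks and by 1.40 (standard error 0.22, adjusted p = 0.00976) in Nkd ΔD6 disks. Chromatin organization genes had 42 of 72 members higher and 1 lower in Nkd Δ30aa disks (42 and 1 when adjusted over the list alone). The numbers were 33 higher and 1 lower in Nkd ΔD6 disks (33 and 1). trx, a histone methyltransferase gene, rose from 26.7 ± 4.91 to 123 ± 3.90 CPM (SD, n = 2) in Nkd Δ30aa disks, a log2 fold change of 2.21 (standard error 0.30, adjusted p = 0.00132). Neurogenesis genes had 15 of 47 higher and 3 lower in Nkd Δ30aa disks (15 and 3 when adjusted over the list alone). They had 10 higher and 1 lower in Nkd ΔD6 disks (10 and 1). Fisher's exact test gave adjusted p = 2.39e-06 and 1.18e-05 for the wing and vein list in Nkd Δ30aa and Nkd ΔD6 disks. It gave 4.81e-06 and 2.23e-08 for chromatin organization and 0.420 and 0.338 for neurogenesis. The wing and vein values became 0.15 and 0.88 with gene length offsets and 0.15 and 0.29 in a logistic model with gene length and expression, so that this over-representation was lost. For chromatin organization they were 0.014 and 0.0022 with the offsets and 0.15 and 0.0066 in the model. The wing and vein and chromatin values in Nkd ΔD6 disks were each 1 without GFP replicate 1 and 1 without Nkd ΔD6 replicate 1. By camera with an estimated correlation neither list passed (adjusted p = 0.426 in Nkd Δ30aa and 0.552 in Nkd ΔD6 disks for both lists). The neurogenesis list passed Fisher's test with no filter in Nkd Δ30aa disks (0.0025), where 16 were higher and 3 lower over a larger background of 14420 genes. In Nkd ΔR1S disks edgeR called 0 of the wing and vein genes and 0 of the chromatin genes (14 and 18 at an unadjusted p under 0.05, 5 and 4 by DESeq2 on the 4 libraries). It called 1 neurogenesis gene, baz. With gene length offsets the wing and vein calls were 11 higher and 3 lower in Nkd Δ30aa and 4 and 2 in Nkd ΔD6 disks. The chromatin calls were 13 and 4, and 12 and 2. For the wing and vein, chromatin and neurogenesis lists in Nkd ΔD6 disks, edgeR called 0, 0 and 0 members without GFP replicate 1 and 0, 0 and 0 without Nkd ΔD6 replicate 1. With both replicates, DESeq2 on the 4 libraries gave 35, 34 and 10 higher and the unadjusted counts were 35, 34 and 11.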

We processed DEGs in each group with david functional category analysis and found that these genes were enriched in imaginal disk derived wing morphogenesis, neurogenesis as well as other biological processes, including chromatin organization (Fig. 4A), which suggests that Nkd participates in wing development from many directions directly or indirectly.

**Fig. 4:**
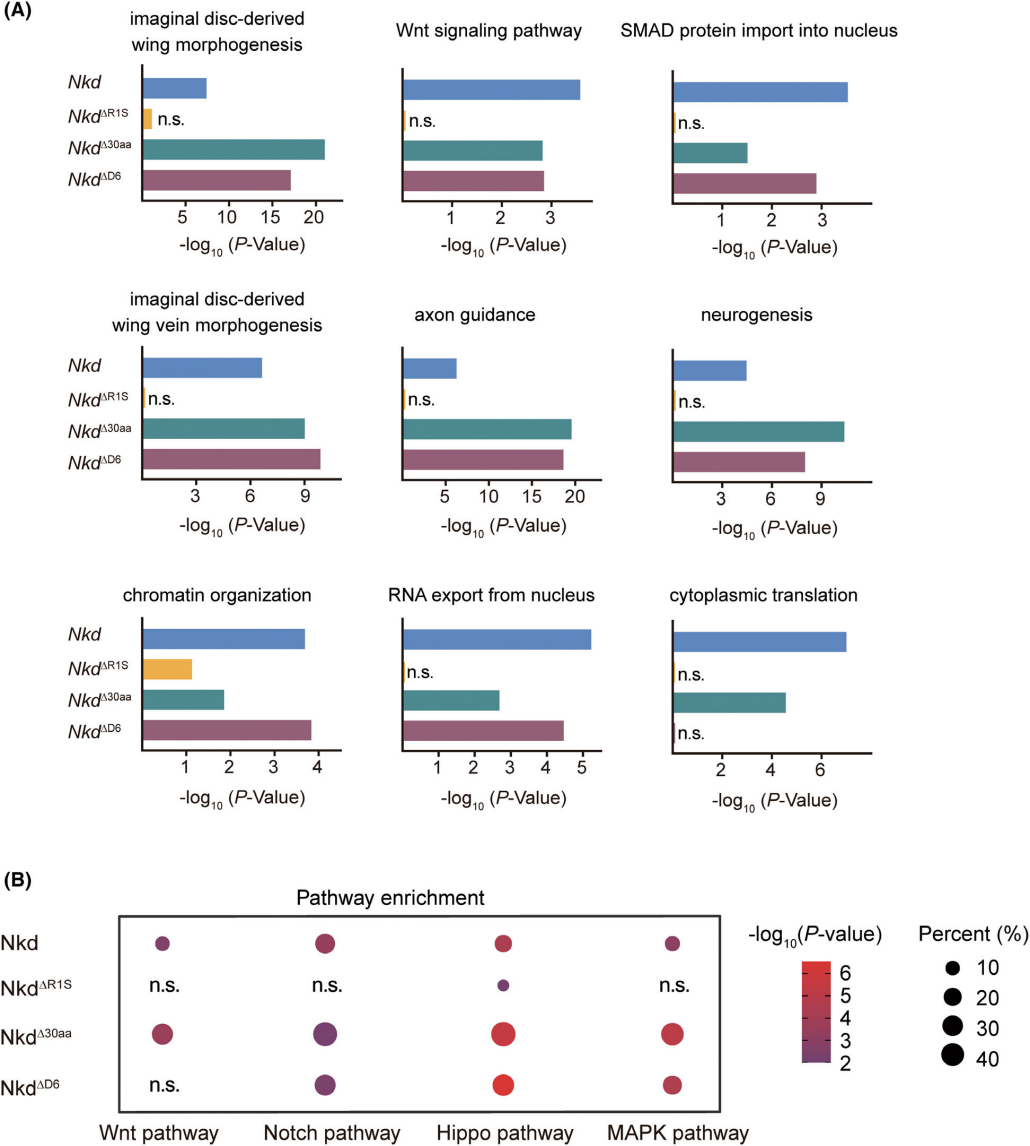
Overproduction of Nkd in wing disks disturbs multiple biological processes and signalings involved in *Drosophila* development. (A) Top biological process terms enriched in DAVID functional Category analysis of DEGs in different groups. n.s., not significant. (B) The bubble chart showing enriched DEGs in KEGG signaling pathway for different groups. The color and size of the bubble represent *P* value and the percentage of differentially expressed genes enriched in the pathway, respectively.

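arr, the LRP co-receptor of Wg (FBgn0000119, chromosome 2R from 13453640 to 13483229), rose from 86.0 ± 9.32 CPM in GFP disks to 170 ± 1.23 CPM in Nkd disks (SD, n = 2), a log2 fold change of 0.98 (standard error 0.14, adjusted p = 0.0218 from edgeR). pan, the TCF factor of the pathway, rose by 0.64 (standard error 0.14, adjusted p = 0.0281), and sina, a ubiquitin ligase gene, by 0.64 (standard error 0.11, adjusted p = 0.0231). Pka-C1, a protein kinase A catalytic subunit gene, rose by 0.78 (standard error 0.20, adjusted p = 0.0397). Myc rose by 1.01 (standard error 0.18, adjusted p = 0.0231), and 40.9% of its exon length is shared with a gene on the opposite strand. With *nkd*, these are the 6 of 56 measured Wnt pathway genes called higher, and 0 were lower. The counts were 8 and 0 when adjusted over the list alone, 10 and 0 at an unadjusted p under 0.05, 11 and 0 by DESeq2 on the 4 libraries. wg had a log2 fold change of 0.18 (standard error 0.16, adjusted p = 0.460) and dsh one of 0.06 (standard error 0.08, adjusted p = 0.635). Of 11 target genes of Wg, 1 was higher, *nkd* itself. The median log2 fold change of the Wnt list was 0.21. It was 0.06, 0.43, 0.30 and 0.29 without GFP replicate 1, GFP replicate 2, Nkd replicate 1 and Nkd replicate 2. More Wnt genes were called without GFP replicate 2 than with all libraries. The Wnt count was 1 without GFP replicate 1, 1 without Nkd replicate 1, 0 without Nkd replicate 2 and 1 with gene length offsets.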

The expression of some key components in Wnt/Wg signaling and/or other pathways has changed significantly when Nkd is overproduced. 

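The Notch receptor gene N (FBgn0004647, chromosome X from 3134870 to 3172221) rose from 138 ± 27.5 CPM in GFP disks to 248 ± 39.3 CPM in Nkd disks (SD, n = 2), a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0294). Its ligand gene Ser rose by 0.70 (standard error 0.14, adjusted p = 0.0255). pen-2, a gamma-secretase subunit gene, fell by 0.71 (standard error 0.16, adjusted p = 0.0281), and 47.8% of its exon length is shared with a gene on the opposite strand. In the Hippo pathway, the polarity gene baz rose by 0.88 (standard error 0.08, adjusted p = 0.00696) and the upstream regulator kibra by 0.89 (standard error 0.24, adjusted p = 0.0423). dachs, an atypical myosin gene, rose by 0.64 (standard error 0.11, adjusted p = 0.0226), while lft, a gene of the Fat and Dachsous branch, fell by 0.66 (standard error 0.18, adjusted p = 0.0452). On the MAPK list, the kinase gene Mekk1 rose by 0.77 (standard error 0.13, adjusted p = 0.0226) and puc, the JNK phosphatase, by 0.67 (standard error 0.12, adjusted p = 0.0231). Of the 32 genes that Table 1 names, 15 were higher and 2 lower in Nkd disks (25 and 2 when adjusted over the list alone, 29 and 2 by DESeq2 on the 4 libraries). The study chose those genes on these samples, so their count is not independent evidence of direction. On the wider lists, 2 of 31 Notch genes were higher and 1 lower (4 and 1 when adjusted over the list alone). Likewise 9 of 54 Hippo genes were higher and 1 lower (14 and 1), and 6 of 60 MAPK genes were higher and 1 lower (11 and 1). Called Notch, Hippo and MAPK genes numbered 0, 0 and 0 by edgeR without GFP replicate 1, 6, 8 and 10 without GFP replicate 2, 0, 1 and 0 without Nkd replicate 1, and 0, 0 and 0 without Nkd replicate 2. With gene length offsets they numbered 0, 0 and 0 (8, 16 and 13 at an unadjusted p under 0.05 without offsets, 8, 15 and 17 by DESeq2 on the 4 libraries). Fisher's exact test for over-representation gave adjusted p = 0.742 for Wnt, 0.885 for Notch, 0.0591 for Hippo and 0.663 for MAPK. All 4 passed with no filter (0.016, 0.0094, 0.0014 and 0.0031) and without GFP replicate 2 (0.039, 0.028, 0.035 and 0.009). Notch, Hippo and MAPK passed with DESeq2 on all libraries (0.014, 0.016 and 0.014), Hippo and MAPK with DESeq2 on the 4 libraries (0.0035 and 0.0011), and Hippo with RLE normalization (0.01) and at an unadjusted p (0.0067). These lists hold Table 1 genes, so the passes are not independent of the study's own calls. DESeq2 on the 4 libraries called 11 of 11 Table 1 Hippo genes and 11 of 11 MAPK ones. With no filter the genes tested rose from 9264 to 14420. Hippo calls went from 9 higher and 1 lower to 10 and 0, so that list passed on the larger background without more called members. The other lists had more called members, with 8 higher and 0 lower for Wnt, 5 and 1 for Notch and 9 and 1 for MAPK. Camera placed all 4 lists up (adjusted p = 1.16e-04, 0.00560, 3.50e-05 and 1.16e-04), calls that were lost with an estimated correlation (adjusted p = 0.520 each). In Nkd Δ30aa disks the Fisher values were 0.493, 0.00209, 1.10e-04 and 0.0141. In Nkd ΔD6 disks they were 0.755, 0.0726, 1.22e-04 and 0.00358, in the same order of lists. With gene length offsets, Notch, Hippo and MAPK gave 0.036, 0.15 and 0.18 in Nkd Δ30aa disks, and Hippo and MAPK 0.45 and 0.55 in Nkd ΔD6 disks. A logistic model with gene length and expression gave 0.22, 0.35 and 0.37 in Nkd Δ30aa disks and 0.29 and 0.29 in Nkd ΔD6 disks, so these calls did not hold once gene length was taken into account, apart from Notch in Nkd Δ30aa disks with the offsets. The Hippo and MAPK values in Nkd ΔD6 disks were 1 and 1 without GFP replicate 1, and 1 and 1 without Nkd ΔD6 replicate 1. With the genes of Table 1 left out of the lists, MAPK gave 0.26 in Nkd Δ30aa disks and Hippo and MAPK 0.3 and 0.31 in Nkd ΔD6 disks. Camera with an estimated correlation passed none of the 4 lists (adjusted p = 0.426 each in Nkd Δ30aa and 0.552 each in Nkd ΔD6 disks). Wnt in Nkd Δ30aa disks passed Fisher's test with no filter (0.019), DESeq2 on the 4 libraries (0.037), and without GFP replicate 2 (0.02) or Nkd Δ30aa replicate 2 (0.025). Notch in Nkd ΔD6 disks passed with RLE normalization (0.016), no filter (0.014), DESeq2 on all libraries (0.037) or the 4 libraries (0.035), edgeR on the 4 libraries (0.015) and without GFP replicate 2 (0.041). Of the Table 1 genes, 26 were higher and 2 lower in Nkd Δ30aa and 24 higher and 1 lower in Nkd ΔD6 disks. Gene length offsets left 5 higher and 2 lower in Nkd Δ30aa and 2 higher and 0 lower in Nkd ΔD6 disks. With RLE normalization 20 were higher and 1 lower in Nkd disks. With any 1 replicate of the compared groups left out, the median log2 fold change of these genes was 0.54 to 0.94 in Nkd and 0.69 to 1.13 in Nkd ΔD6 disks. More of them were called in Nkd disks without GFP replicate 2 than with all libraries. The Table 1 count in Nkd disks was 1 without GFP replicate 1, 2 without Nkd replicate 1 and 1 with gene length offsets. It was 0 by edgeR without Nkd replicate 2 (27 at an unadjusted p under 0.05 with both kept). In Nkd ΔD6 disks it was 1 without GFP replicate 1 and 0 by edgeR without Nkd ΔD6 replicate 1 (26 at an unadjusted p under 0.05, 27 by DESeq2 with both kept).

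**Figure D3:**
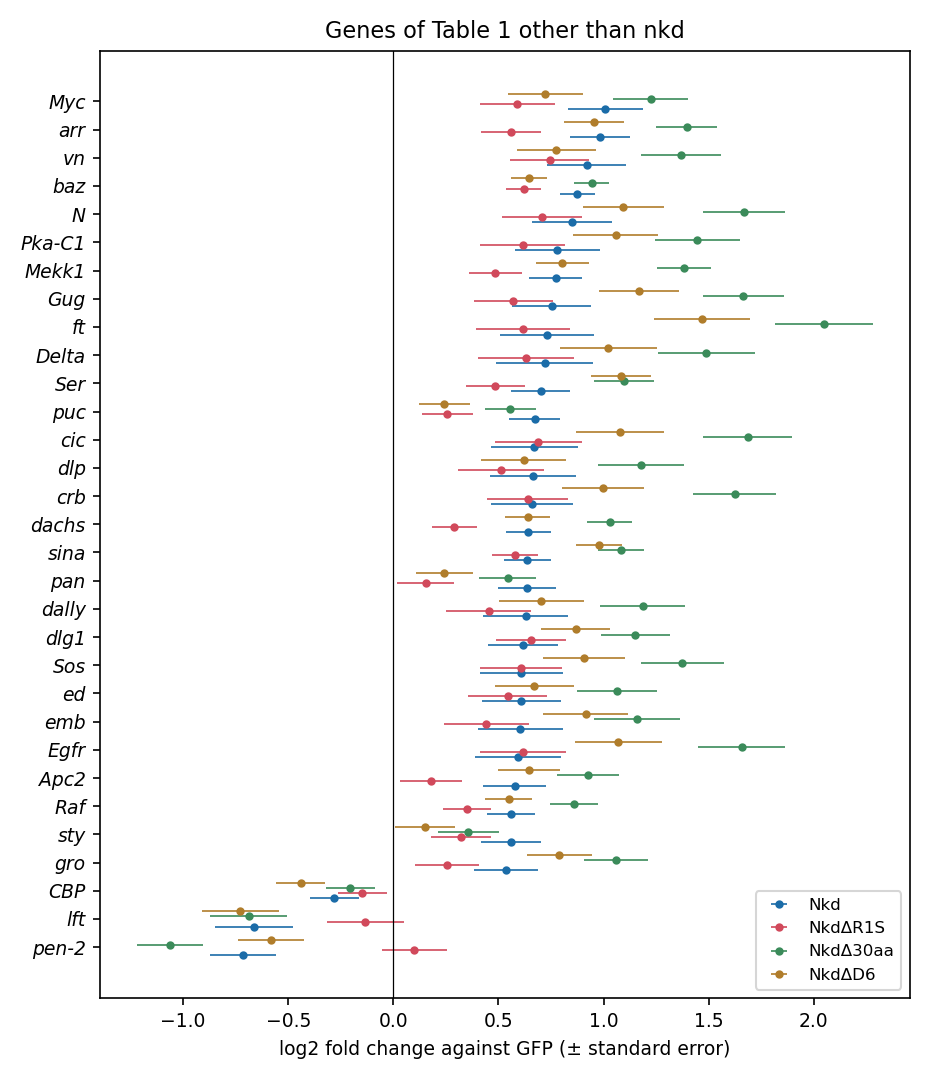
Log2 fold change against GFP (x axis, points with a line for the standard error) of the genes of Table 1 other than *nkd* (y axis, ordered by the value in Nkd disks), in Nkd, Nkd ΔR1S, Nkd Δ30aa and Nkd ΔD6 disks. The values of N are 0.85, 0.71, 1.67 and 1.09 in that order, and those of lft are -0.66, -0.13, -0.69 and -0.73.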

KEGG pathway analysis revealed that these differentially expressed genes were highly involved in several critical pathways, including Hippo, Notch, mitogen‐activated protein kinase (MAPK), and Wnt signaling pathways (Fig. 4B and Table 1). 

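In Nkd ΔR1S disks, 1 of the Hippo pathway genes was higher against GFP and 0 were lower by edgeR. The counts were 1 and 0 when adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05, 4 and 0 by DESeq2 on the 4 libraries. That gene, baz (FBgn0000163, chromosome X from 17160006 to 17200728), went from 44.7 ± 0.868 to 68.7 ± 2.57 CPM (SD, n = 2), a log2 fold change of 0.62 (standard error 0.08, adjusted p = 0.0383). Of the Wnt list 1 gene was higher, *nkd*, and of the Notch, MAPK and wing and vein lists 0, 0 and 0 were called. For these 4 lists the unadjusted counts were 5, 6, 7 and 14, and DESeq2 on the 4 libraries gave 1, 0, 1 and 5. The log2 fold change of N was 0.71 (standard error 0.19, adjusted p = 0.163), that of arr 0.56 (standard error 0.14, adjusted p = 0.151) and that of vn 0.74 (standard error 0.19, adjusted p = 0.151). The median log2 fold changes were 0.11 for Wnt, 0.16 for Notch, 0.23 for Hippo, 0.25 for MAPK and 0.26 for wing and vein genes, and with gene length offsets 0.01, 0.04, -0.02, 0.04 and 0.02. Camera placed all 5 lists up (adjusted p = 0.00239, 0.00163, 1.82e-04, 7.46e-05 and 2.08e-08), which was lost with an estimated correlation (adjusted p = 0.548 each). Between Nkd ΔR1S and Nkd disks, edgeR called 0 genes of the 5 lists, so a difference between these groups in the lists was not detected. In the same order, the lists had 1, 1, 0, 2 and 3 at an unadjusted p under 0.05, 1, 1, 0, 1 and 0 by DESeq2 on the 4 libraries. The Hippo count was 0, 0, 0 and 0 by edgeR without GFP replicate 1, GFP replicate 2, Nkd ΔR1S replicate 1 and Nkd ΔR1S replicate 2, and 0 with gene length offsets.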

While *Nkd* ^ΔR1S^ overexpression altered Hippo signaling, it minimally affected Wnt, Notch, and MAPK pathways or processes like wing morphogenesis compared with wild‐type Nkd (Fig. 4B). This result could be attributed to the limited number of DEGs in the Nkd^ΔR1S^_vs._GFP group (116 DEGs). These data prompt us to the conclusion that the R1S region is crucial for Nkd in development‐related signaling pathways, not merely Wnt signaling. 

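Against GFP disks, the genes called in Nkd ΔR1S disks were 5 higher and 11 lower, a total of 16, of which 5 and 8 were called the same way in Nkd disks. These shared calls became 0 and 1 by edgeR without GFP replicate 1, 0 and 1 without GFP replicate 2, 2 and 5 without Nkd replicate 1, 1 and 1 without Nkd replicate 2, and 1 and 3 or 0 and 3 without Nkd ΔR1S replicate 1 or 2. With all libraries kept, 271 and 85 were shared at an unadjusted p under 0.05 and 46 and 22 by DESeq2 on the 4 libraries of each comparison. The correlation with the log2 fold changes of Nkd was 0.396, against 0.508 in simulated draws where only the GFP libraries are shared, and the covariances were 0.334 and 0.185. Those draws, in which few genes are called, shared a mean of 0 higher and 0.0250 lower calls. With gene length offsets the covariance with Nkd was 0.25. *nkd* rose to 429 ± 119 CPM (SD, n = 2), a log2 fold change of 3.00 (standard error 0.34, adjusted p = 0.0292). edgeR did not call it with no filter, on the 4 libraries of the 2 groups, or with any 1 replicate of these groups left out. Its levels of 345 and 512 CPM lay above the 37.3 and 70.1 CPM of the GFP libraries. lilli, an AF4/FMR2 family gene (FBgn0041111), rose from 16.6 ± 3.29 to 44.8 ± 3.57 CPM (SD, n = 2), a log2 fold change of 1.43 (standard error 0.17, adjusted p = 0.0211). NaPi-III rose by 1.14 (standard error 0.15, adjusted p = 0.0357). CG7900 fell from 17.9 ± 0.120 to 0.326 ± 0.0988 CPM (SD, n = 2), a log2 fold change of -5.76 (standard error 0.23, adjusted p = 3.07e-05). CG4098 fell by 2.35 (standard error 0.26, adjusted p = 0.0199), and Ir76a, an ionotropic receptor gene, fell by 2.01 (standard error 0.17, adjusted p = 0.00501). At an unadjusted p under 0.05 with the same fold change there were 430 higher and 215 lower genes. DESeq2 called 72 higher and 77 lower on the 4 libraries of the 2 groups and 293 and 85 on all 10, so the larger direction depends on the test. Salivary gland markers had a median log2 fold change of -3.51, with 0 of 10 called by edgeR (0 at an unadjusted p, 2 by DESeq2 on the 4 libraries). Leaving out GFP replicate 1, GFP replicate 2, Nkd ΔR1S replicate 1 and Nkd ΔR1S replicate 2 gave 2, 3, 7 and 10 genes. RLE normalization gave 5 higher and 10 lower, and gene length offsets 6 and 14.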

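The Nkd ΔR1S disks were also compared with Nkd disks. These groups come from separate transgenic lines, which the paper says were outcrossed to a shared background. They differ in the R1S region and in the level of *nkd*. Any other difference between the lines goes with the groups and cannot be told apart from these. The Nkd libraries also stand apart from each other. Their log CPM correlated at 0.948, the lowest value within a group, against 0.981 between Nkd replicate 2 and Nkd ΔR1S replicate 2 and 0.956 between Nkd replicate 1 and GFP replicate 1. In this comparison 12 genes were higher and 5 lower by edgeR (310 and 127 at an unadjusted p under 0.05, 100 and 31 by DESeq2 on the 4 libraries). krimp was at 38.1 ± 14.5 CPM in Nkd ΔR1S disks against 5.95 ± 0.623 in Nkd disks (SD, n = 2), a log2 fold change of 2.68 (standard error 0.28, adjusted p = 0.0154), and CG14715 differed by 1.99 (standard error 0.13, adjusted p = 7.26e-04). CG7900 was lower, with a log2 fold change of -5.38 (standard error 0.23, adjusted p = 4.96e-05), as was GstD9, at 17.0 ± 1.62 CPM against 68.1 ± 1.05 CPM (SD, n = 2). The level of *nkd* in Nkd ΔR1S disks was 36.8% of that in Nkd disks, a log2 fold change of -1.44 (standard error 0.32, adjusted p = 0.115). Of the 700 genes other than *nkd* called in Nkd against GFP disks, which were picked on Nkd libraries that also enter this comparison, 9 were called in Nkd ΔR1S against Nkd disks. For 4.71% the 95% interval of the difference excluded a loss of 50% of the Nkd effect. Against GFP disks, 658 of the 700 (94%) had the same direction in Nkd ΔR1S as in Nkd disks. Their median log2 fold change in that direction was 0.376 in Nkd ΔR1S, against 0.713 in Nkd disks. Both comparisons share the GFP libraries on which the genes were picked, so this share is not independent evidence. The 17 calls became 3, 6, 6 and 32 without Nkd replicate 1, Nkd replicate 2, Nkd ΔR1S replicate 1 and Nkd ΔR1S replicate 2. From the pathways enriched in each group, the paper concludes that Nkd needs the R1S region for development-related signaling that includes more than the Wnt pathway.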

The mediated role of Nkd in cross talk between Wnt/Wg signaling and other development‐related pathways in *Drosophila* largely depends on the R1S region.

**Table 1:** List of Nkd_vs._GFP DEGs significantly enriched in Hippo, Notch, MAPK, and Wnt signaling pathways.

Term	*P* value	Genes
Wnt signaling pathway	0.002976	*Seven in absentia* (*sina*); *Protein kinase, cAMP‐dependent, catalytic subunit 1* (*Pka‐C1*); *Myc*; *arrow* (*arr*); *nkd*; *sarcoplasmic calcium‐binding protein* (*CBP*); *groucho* (*gro*); *dally‐like* (*dlp*); *pangolin* (*pan*); *division abnormally delayed* (*dally*); *Adenomatous polyposis coli tumor suppressor homolog 2* (*Apc2*)
Notch signaling pathway	0.006327	*Notch* (*N*); *Serrate* (*Ser*); *CBP*; *gro*; *presenilin enhancer* (*pen‐2*); *Delta* (*Dl*)
Hippo signaling pathway	0.001121	*Dally*; *disks large 1* (*dlg1*); *Myc*; *echinoid* (*ed*); *bazooka* (*baz*); *lowfat* (*lft*); *crumbs* (*crb*); *Grunge* (*Gug*); *dachs* (*d*); *vein* (*vn*); *fat* (*ft*)
MAPK signaling pathway	0.002976	*Capicua* (*cic*); *puckered* (*puc*); *Raf oncogene* (*Raf*); *embargoed* (*emb*); *sina*; *Epidermal growth factor receptor* (*Egfr*); *sprouty* (*sty*); *Son of sevenless* (*Sos*); *gro*; *vn*; *mitogen‐activated protein kinase kinase kinase* (*Mekk1*)

## Discussion

Wnt signaling is most famous for the ability to shape growing tissues while inducing proliferation in development [1, 3]. Wnt signaling should be finely balanced as it is crucial for the development and maintenance of stem cells. Nkd proteins play an essential role in Wnt/Wg signaling as a negative‐feedback regulator.

Our research demonstrates that Nkd exerts pleiotropic effects on *Drosophila* wing development, extending beyond its canonical role as a Wnt/Wg signaling inhibitor. Nkd overexpression induced wing size reduction and crumpling, which indicates there are more features for *nkd* or its homologs beyond inhibiting Wg signaling [46, 47, 48, 49].

Interestingly, while ectopic Nkd expression induced a pronounced reduction in wing size, it did not alter the expression pattern of Dpp, a key morphogen governing wing growth. This indicates that the size defect is not mediated through the canonical Dpp signaling gradient. Instead, we propose that the observed growth impairment likely stems from the broad transcriptional perturbations revealed by our RNA‐seq analysis. Specifically, the significant enrichment of DEGs related to cell cycle suggests a mechanism whereby Nkd overexpression may directly impact cell proliferation or survival. Furthermore, the profound disruption of the Hippo signaling pathway presents a particularly compelling alternative mechanism, as Hippo is a well‐established central regulator of organ size that acts in parallel to Dpp. Future studies quantifying cell number, cell size, and apoptosis in the wing disk upon Nkd overexpression will be crucial to precisely distinguish between these possibilities.

RNA‐seq analysis revealed widespread transcriptional perturbations in wing disks overexpressing Nkd, with significant enrichment of genes linked to Hippo, Notch, MAPK, and Wnt pathways. Beyond its developmental implications, our work provides new mechanistic insights into the tumor‐suppressive role of Nkd homologs in human cancers. The observation that Nkd‐mediated cross talk critically depends on the R1S region redefines Nkd proteins from mere Wnt pathway inhibitors to potential signaling integrators. This expanded role has direct implications for diagnostic and therapeutic strategies. For diagnosis, the downregulation or mutation of *NKD1*/*2*, as observed in carcinomas, likely leads to a concurrent dysregulation of a network of oncogenic pathways [23, 24, 25, 26, 27, 28]. This could explain the association of *NKD* loss with poor prognosis and suggests that NKD status could serve as a more comprehensive biomarker for tumor multi‐pathway activity. Therapeutically, our data suggest that restoring the function of NKD may represent a novel strategy to simultaneously dampen multiple oncogenic signals. Future efforts could focus on identifying small molecules that stabilize the NKD‐DVL interaction or otherwise enhance NKD integrative activity, offering a potential multi‐pathway intervention for Wnt‐dysregulated cancers.

It is important to note that the broad transcriptional changes observed upon Nkd overexpression could encompass both direct regulatory targets and secondary consequences of developmental disruption. Future studies employing tissue‐specific knockdown and direct measurement of protein levels of key pathway components will be essential to validate and extend these transcriptomic findings. The DEGs identified here should be considered as a resource that defines the ‘Nkd‐overexpression signature’ and implicates specific pathways. Future work employing tissue‐specific, acute protein degradation systems combined with assays for direct binding will be essential to disentangle the direct targets from the secondary network effects and precisely map the domains responsible for specific interactions. Although variable expression levels of Nkd transgenes preclude quantitative comparison between mutants, the Nkd^ΔR1S^ allele uniquely failed to perturb Notch/MAPK pathways (Fig. 4B). This specific phenotype, which coupled with its nuclear accumulation, highlights the R1S region as a critical determinant for cross talk. The conserved role of R1S in Dsh binding [15, 16] suggests that the integrator function of Nkd may be evolutionarily wired, positioning it as a therapeutic node for Wnt‐dysregulated diseases.

Our data propose that Nkd homologs may serve as signaling nodes integrating multiple pathways. The multifaceted role of Nkd in *Drosophila* wing development highlights its capacity to integrate Wnt signaling with other pathways. These findings expand the functional repertoire of Nkd beyond canonical Wnt inhibition and provide a framework for investigating Nkd homologs in developmental and disease contexts.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

RW conceived and designed the project. RW and PW conducted experiments and analyzed results. RW wrote the paper. Both authors reviewed and approved the manuscript.

## Data Availability

The data that support the findings of this study are available from the corresponding author () upon reasonable request. RNA‐seq data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167145, GEO Series accession number (GSE167145).

How the deposited data were processed for this re-analysis (not part of the article)

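RNA was sequenced from wing disks of 5 groups, GFP, Nkd, Nkd ΔR1S, Nkd Δ30aa and Nkd ΔD6, with 2 samples each. As deposited by the authors, the values are raw counts per gene and the exon length of each gene in bases. The authors made the counts by aligning paired-end reads to BDGP6 with HISAT2 2.2.1 and counting with featureCounts, and their methods name DESeq2 for differential expression. The version of featureCounts, its strand setting and whether it counted reads or fragments are not given in the sources used here. The counts of each of the 10 libraries were checked to equal those of the table for the whole series. Of 17807 gene IDs, 17710 matched a symbol, and the 97 without one held between 0.367% and 0.544% of the counts of a library. The span of 17636 genes equalled that in the reference annotation.

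Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, robust quasi-likelihood F test, Benjamini-Hochberg adjustment) in 1 fit of the 10 libraries with the group as the only factor, which leaves 5 residual degrees of freedom and a median of 3.41 prior degrees of freedom. The square root of the common dispersion was 0.291. The standard error of a log2 fold change was taken as its size divided by the square root of F. Each mutant group and Nkd were compared with GFP, and each mutant group with Nkd. Library totals differ little between groups, as given with the experiment, so the spread between the 2 samples of a group sets the precision rather than depth.

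Members of 40 gene lists, 36 written from general knowledge and 4 taken from Table 1 of the paper, were fixed before the data were examined, as were the thresholds, the tests, the rule for named genes and the alternatives except 1. The lists cover signaling pathways and their targets, wing and vein morphogenesis, other processes, markers of disk regions and other tissues, and protein complexes. Of their members, 1221 matched a gene and 1 did not. Over-representation of called genes was tested by a one-sided Fisher's exact test against the genes tested, adjusted over 36 lists of a comparison, with the 4 lists of Table 1 genes left out because the study picked them on these samples. Direction was tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. Genes are not independent, so these p-values describe the libraries. Genes are named if they are *nkd*, a gene of Table 1, nej, wg, dpp or dsh, if they are among the 6 largest changes in each direction for Nkd against GFP or the 4 largest for the other comparisons, with a mean of at least 5 CPM and libraries that do not overlap, or if they are among the 2 highest or 2 lowest called members of a list. The genes of Table 1 had been read in the paper when the rule was written.

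The alternatives were RLE normalization, no filter, DESeq2 1.42.0 on all libraries or on those of the 2 groups compared, edgeR on the libraries of those groups alone, the replicate number as a block, offsets that remove a smooth trend of each library on gene length (lowess, span 0.3, prior count 2), other thresholds, leaving out each replicate in turn, and a logistic model of calls with gene length and expression. Overlaps between comparisons that share the GFP libraries were set beside 40 simulated draws of unchanged groups. The code was tested on simulated data with 50 changed genes at each fold change. Other experiments of the paper, such as those in cells and with other drivers, have no values in these data and are not analysed here.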

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

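The tests of the lower *nkd* level, of the loss of the R1S region and of the salivary gland and gut markers were chosen after the results were seen.

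A test between groups found genes that differ: 17 for Nkd ΔR1S against Nkd, 619 for Nkd Δ30aa against Nkd and 12 for Nkd ΔD6 against Nkd. The 619 became 20, 143, 1 and 1 without Nkd replicate 1, Nkd replicate 2, Nkd Δ30aa replicate 1 and Nkd Δ30aa replicate 2, and the 12 became 5, 0, 0 and 4 by edgeR without Nkd replicate 1, Nkd replicate 2, Nkd ΔD6 replicate 1 and Nkd ΔD6 replicate 2 (431 at an unadjusted p under 0.05 and 128 by DESeq2 on the 4 libraries). lncRNA:dntRL, which the paper does not discuss, was lower than in GFP disks in all 4 other groups, with a log2 fold change nearest to 0 of -4.02 in Nkd disks. Its level was 16.9 ± 1.72 CPM in GFP, 1.03 ± 0.0570 in Nkd, 0.628 ± 0.310 in Nkd ΔR1S, 0.0233 ± 0.0329 in Nkd Δ30aa and 0.128 ± 0.0351 in Nkd ΔD6 disks (SD, n = 2), and it was chosen after its values were seen. The groups are separate transgenic lines, so a difference between lines cannot be told apart from a response to Nkd.

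The 254 members of the Wnt, Notch, Hippo, MAPK and wing and vein lists had median log2 fold changes of 0.29 in Nkd, 0.59 in Nkd Δ30aa and 0.25 in Nkd ΔD6 against GFP disks, and genes on these lists are longer than most. Without Nkd replicate 1 the median in Nkd was 0.39, which argues against other tissue in that library as the cause. With gene length offsets the medians were 0.0079 (95% interval -0.0329 to 0.0402), 0.0088 (-0.0501 to 0.0530) and -0.049 (-0.0868 to 0.00652), so a trend of the libraries on gene length may account for the direction of these lists. These intervals come from a bootstrap over the members, which are not independent, and do not measure the spread between samples. The trend goes with the groups, and the offsets also remove a response of the disks that is tied to gene length. Whether the trend arose in the disks or in the preparation of RNA and libraries was not tested.

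Fewer genes were called in Nkd ΔR1S than in Nkd against GFP disks, at 2.28% of the number, and less so in other calls: 378 against 1070 by DESeq2 on all libraries, 149 against 795 by DESeq2 on the 4 libraries and 645 against 1196 at an unadjusted p under 0.05. The unadjusted counts also hold genes that pass by chance in each comparison, which draws them closer together. With 1 Nkd ΔR1S replicate left out at most 10 were called, but leaving out 1 Nkd replicate takes Nkd itself from 701 to 57 or 4, so the bound set for this test was wrong and spread between replicates stays open. With gene length offsets the share was 35.71%, between the bounds set for a trend that lies closer to GFP in Nkd ΔR1S. The *nkd* level of Nkd ΔR1S disks was 36.78% of that of Nkd disks, and 9 of the 700 genes were called in Nkd ΔR1S against Nkd disks with a median half-width of the 95% interval of 0.36. A lower level of the transgene and the loss of the R1S region cannot be told apart, because the lower level goes with the deletion in both libraries. Any other difference between the transgenic lines goes with the groups too.

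Salivary gland markers summed to 16480 CPM and gut markers to 3620 CPM in Nkd replicate 1, over 3 times the highest GFP library (4850 and 442 CPM), with Sgs7, Sgs5 and Jon65Aiv at 5306, 4687 and 2021 CPM, all normalized over all genes with no filter. In Nkd replicate 2 the sums were 213 and 15.9 CPM, and 85.71% of 21 markers were lower there than in both GFP libraries, which argues against a response to Nkd. Of the 10 salivary gland markers, 100% were highest of the 10 libraries in Nkd replicate 1, as salivary gland tissue in that sample would give, and such tissue may be their source. Of the 11 gut markers, 36.36% were highest there and 9 were higher there than in both GFP libraries. Their sums in Nkd ΔD6 replicates 1 and 2 (733 and 1031 CPM) and in Nkd ΔR1S replicate 1 (601 CPM) also lay above both GFP libraries. Gut tissue in Nkd replicate 1 cannot be told apart from other sources, because gut transcripts are present in other libraries too.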

How the results depend on the processing

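The fit without Nkd replicate 1 and with gene length offsets together was chosen after the results were seen. The cause of the changes below was not tested, except that fewer libraries or other genes enter by construction in some settings. In simulated data a 1.5-fold change was recovered for 8 of 50 genes, a 2-fold change for 34, a 3-fold change for 42 and a 4-fold change for 45, with 11 unchanged genes called by edgeR and 42 by DESeq2. Small changes are therefore often missed with these thresholds and this number of samples. The simulated 1.5-fold changes lie at the fold change threshold itself, so part of their misses comes from that threshold.

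With RLE normalization in place of TMM, the following moved. Gene counts were 497 higher and 238 lower in Nkd against GFP, 320 lower in Nkd ΔD6 against GFP and 328 changed in Nkd Δ30aa against Nkd. Calls shared with Nkd were 464 higher and 189 lower in Nkd Δ30aa and 407 higher and 96 lower in Nkd ΔD6. Fisher adjusted p-values were 0.01 for Hippo in Nkd and 0.016 for Notch in Nkd ΔD6. Of the values of single genes and other lists, 349 kept their direction and side of the threshold, 11 came to pass it and 6 no longer passed it.

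With no filter on low counts, more weakly expressed genes entered. The background of Fisher's test grew from 9264 to 14420 genes, so a list can pass without more called members, as Hippo did in Nkd. The Wnt, Notch and MAPK lists had more called members in Nkd than with the filter. Counts of genes were 476 higher and 191 lower in Nkd against GFP, 286 lower in Nkd ΔD6 against GFP, 33 higher and 14 lower in Nkd ΔR1S against Nkd, 155 changed in Nkd Δ30aa against Nkd and 34 changed in Nkd ΔD6 against Nkd. Shared calls with Nkd numbered 433 higher and 166 lower in Nkd Δ30aa and 382 higher and 79 lower in Nkd ΔD6. For lists, Fisher adjusted p-values were 0.016 for Wnt, 0.0094 for Notch, 0.0014 for Hippo, 0.0031 for MAPK and 0.0094 for wing and vein in Nkd, 0.019 for Wnt in Nkd Δ30aa and 0.014 for Notch in Nkd ΔD6. Log2 fold changes were 3.06 for nkd in Nkd ΔR1S. Covariances with Nkd were 1.2 in Nkd ΔR1S, 1.3 in Nkd Δ30aa and 1.4 in Nkd ΔD6. Among single genes and other lists, 339 kept their direction and side of the threshold, 12 came to pass it and 15 no longer passed it.

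DESeq2 on all libraries gave these values. The called genes numbered 793 higher and 277 lower in Nkd against GFP, 293 higher and 85 lower in Nkd ΔR1S against GFP, 175 higher and 80 lower in Nkd ΔR1S against Nkd, 984 changed in Nkd Δ30aa against Nkd and 109 changed in Nkd ΔD6 against Nkd. Genes called as in Nkd were 242 higher and 28 lower in Nkd ΔR1S, 737 higher and 219 lower in Nkd Δ30aa and 673 higher and 122 lower in Nkd ΔD6. Fisher tests of the lists gave adjusted p-values of 0.014 for Notch, 0.016 for Hippo, 0.014 for MAPK and 2.1e-04 for wing and vein in Nkd, 7.1e-04 for Hippo, 0.022 for MAPK and 7.1e-04 for wing and vein in Nkd ΔR1S and 0.037 for Notch in Nkd ΔD6. The covariances with Nkd stood at 0.13 in Nkd ΔR1S, 0.32 in Nkd Δ30aa and 0.26 in Nkd ΔD6. For other lists and single genes, 317 kept their direction and side of the threshold, 44 came to pass it and 5 no longer passed it.

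In edgeR fits of the 4 libraries of a pair of groups, the spread rests on fewer libraries. Gene counts were 0 higher and 0 lower in Nkd against GFP, 0 higher and 0 lower in Nkd ΔR1S against GFP, 313 lower in Nkd ΔD6 against GFP, 0 higher and 0 lower in Nkd ΔR1S against Nkd and 1 changed in Nkd ΔD6 against Nkd. Calls shared with Nkd were 0 higher and 0 lower in Nkd ΔR1S, 0 higher and 0 lower in Nkd Δ30aa and 0 higher and 0 lower in Nkd ΔD6. Fisher adjusted p-values were 0.015 for Notch in Nkd ΔD6. Log2 fold changes were 4.49 for nkd in Nkd and 3.02 for nkd in Nkd ΔR1S. Neither was called, so the counts of 0 do not show that changes are absent. Covariances with Nkd were 0.25 in Nkd ΔR1S, 0.42 in Nkd Δ30aa and 0.38 in Nkd ΔD6. Beside these counts of 0, unadjusted counts over all libraries were 1196, 645 and 437 and DESeq2 counts on the 4 libraries 795, 149 and 131. Of the values of single genes and other lists, 288 kept their direction and side of the threshold, 5 came to pass it and 73 no longer passed it.

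For DESeq2 on the 4 libraries of a pair, these values moved. Counts of genes were 531 higher and 264 lower in Nkd against GFP, 72 higher and 77 lower in Nkd ΔR1S against GFP, 347 lower in Nkd ΔD6 against GFP, 100 higher and 31 lower in Nkd ΔR1S against Nkd, 956 changed in Nkd Δ30aa against Nkd and 128 changed in Nkd ΔD6 against Nkd. Shared calls with Nkd numbered 46 higher and 22 lower in Nkd ΔR1S, 501 higher and 213 lower in Nkd Δ30aa and 453 higher and 101 lower in Nkd ΔD6. For lists, Fisher adjusted p-values were 0.0035 for Hippo, 0.0011 for MAPK and 0.0011 for wing and vein in Nkd, 0.037 for Wnt in Nkd Δ30aa and 0.035 for Notch in Nkd ΔD6. The covariances with Nkd stood at 0.14 in Nkd ΔR1S, 0.3 in Nkd Δ30aa and 0.27 in Nkd ΔD6. Among single genes and other lists, 335 kept their direction and side of the threshold, 27 came to pass it and 4 no longer passed it.

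Gene length offsets gave the values that follow. The called genes numbered 22 higher and 34 lower in Nkd against GFP, 457 higher and 437 lower in Nkd Δ30aa against GFP, 281 higher and 263 lower in Nkd ΔD6 against GFP, 10 lower in Nkd ΔR1S against Nkd, 87 changed in Nkd Δ30aa against Nkd and 29 changed in Nkd ΔD6 against Nkd. Genes called as in Nkd were 10 higher and 23 lower in Nkd Δ30aa and 6 higher and 27 lower in Nkd ΔD6. Fisher tests of the lists gave adjusted p-values of 0.15 for Hippo, 0.18 for MAPK and 0.15 for wing and vein in Nkd Δ30aa and 0.45 for Hippo, 0.55 for MAPK and 0.88 for wing and vein in Nkd ΔD6. Camera adjusted p-values were 0.73 for Wnt, 0.91 for Notch, 0.91 for Hippo, turned down, 0.56 for MAPK and 0.91 for wing and vein in Nkd, 0.52 for Wnt, 0.36 for Notch, 0.89 for Hippo, turned down, 0.18 for MAPK and 0.41 for wing and vein in Nkd ΔR1S, 0.78 for Wnt, 0.97 for Notch, 0.89 for Hippo, turned down, 0.82 for MAPK and 0.15 for wing and vein in Nkd Δ30aa and 0.95 for Wnt, turned down, 0.95 for Notch, 0.66 for Hippo, turned down, 0.95 for MAPK, turned down, and 0.93 for wing and vein in Nkd ΔD6. Log2 fold changes were -0.44 for baz, -0.27 for dlg1, -0.10 for dpp, -0.03 for Myc and -1.02 for pan in Nkd Δ30aa and -0.25 for baz, -0.04 for dlg1 and -0.06 for Myc in Nkd ΔD6. Covariances with Nkd were 0.25 in Nkd ΔR1S, 0.36 in Nkd Δ30aa and 0.39 in Nkd ΔD6. For other lists and single genes, 243 kept their direction and side of the threshold, 1 came to pass it, 114 no longer passed it and 8 changed direction.

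Under the replicate block together with gene length offsets, values were as follows. Gene counts were 18 higher and 20 lower in Nkd against GFP, 452 higher and 428 lower in Nkd Δ30aa against GFP, 284 higher and 243 lower in Nkd ΔD6 against GFP, 6 higher in Nkd ΔR1S against Nkd, 65 changed in Nkd Δ30aa against Nkd and 22 changed in Nkd ΔD6 against Nkd. Calls shared with Nkd were 8 higher and 12 lower in Nkd Δ30aa and 6 higher and 14 lower in Nkd ΔD6. Fisher adjusted p-values were 0.12 for Hippo, 0.15 for MAPK and 0.11 for wing and vein in Nkd Δ30aa and 0.39 for Hippo, 0.64 for MAPK and 0.87 for wing and vein in Nkd ΔD6. Camera adjusted p-values were 0.58 for Wnt, 0.81 for Notch, 0.81 for Hippo, turned down, 0.48 for MAPK and 0.81 for wing and vein in Nkd, 0.43 for Wnt, 0.32 for Notch, 0.93 for Hippo, turned down, 0.17 for MAPK and 0.42 for wing and vein in Nkd ΔR1S, 0.72 for Wnt, 0.88 for Notch, 0.88 for Hippo, turned down, 0.75 for MAPK and 0.12 for wing and vein in Nkd Δ30aa and 0.98 for Wnt, turned down, 0.92 for Notch, 0.64 for Hippo, turned down, 0.98 for MAPK, turned down, and 0.9 for wing and vein in Nkd ΔD6. Log2 fold changes were -0.44 for baz, -0.27 for dlg1, -0.10 for dpp, -0.03 for Myc and -1.02 for pan in Nkd Δ30aa and -0.25 for baz, -0.04 for dlg1 and -0.06 for Myc in Nkd ΔD6. The covariances with Nkd stood at 0.28 in Nkd ΔR1S, 0.38 in Nkd Δ30aa and 0.37 in Nkd ΔD6. Of the values of single genes and other lists, 245 kept their direction and side of the threshold, 113 no longer passed it and 8 changed direction.

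Leaving out Nkd replicate 1 with gene length offsets at once, chosen after seeing the data, gave these. Counts of genes were 7 higher and 7 lower in Nkd against GFP, 3 higher in Nkd ΔR1S against Nkd and 31 changed in Nkd Δ30aa against Nkd.

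Calls at an unadjusted p with the same fold change moved these. The called genes numbered 595 higher in Nkd against GFP, 430 higher and 215 lower in Nkd ΔR1S against GFP, 310 higher and 127 lower in Nkd ΔR1S against Nkd, 1251 changed in Nkd Δ30aa against Nkd and 431 changed in Nkd ΔD6 against Nkd. Shared calls with Nkd numbered 271 higher and 85 lower in Nkd ΔR1S, 520 higher in Nkd Δ30aa and 467 higher in Nkd ΔD6. Fisher tests of the lists gave adjusted p-values of 0.0067 for Hippo and 0.0027 for wing and vein in Nkd and 0.012 for Hippo and 0.021 for wing and vein in Nkd ΔR1S. Among single genes and other lists, 30 kept their direction and side of the threshold, 5 came to pass it and 1 no longer passed it.

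An adjusted p alone, with no fold change threshold, gave more calls. Gene counts were 553 higher and 938 lower in Nkd against GFP, 2031 lower in Nkd Δ30aa against GFP and 1234 lower in Nkd ΔD6 against GFP. Genes called as in Nkd were 525 higher and 865 lower in Nkd Δ30aa and 456 higher and 642 lower in Nkd ΔD6.

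With the replicate number as a block (replicate block), few values moved. Counts of genes were 3 higher in Nkd ΔR1S against GFP. Calls shared with Nkd were 3 higher and 5 lower in Nkd ΔR1S. Covariances with Nkd were 0.36 in Nkd ΔR1S, 0.55 in Nkd Δ30aa and 0.47 in Nkd ΔD6. In 10 pairs of groups the replicate differences correlated between -0.223 and 0.374, over 0.1 in 5, among them 0.243 for GFP and Nkd, 0.235 for GFP and Nkd ΔR1S and 0.374 for Nkd and Nkd ΔR1S. As not all pairs pass 0.1, and as no source says that a number marks a shared batch, the samples were not paired, which leaves a link between some of them open. The calls in Nkd ΔR1S against GFP went from 16 to 11, and baz was no longer among them (log2 fold change 0.62, adjusted p = 0.0920), nor was any other Hippo gene by edgeR (11 unadjusted and 4 by DESeq2 without the block). The block gave 252 higher and 358 lower in Nkd against GFP. Of the values of single genes and other lists, 354 kept their direction and side of the threshold, 3 came to pass it and 9 no longer passed it.

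Camera with the preset correlation passed lists that calls did not. Camera tests of the lists gave adjusted p-values of 1.2e-04 for Wnt, 0.0056 for Notch, 3.5e-05 for Hippo, 1.2e-04 for MAPK and 5.9e-09 for wing and vein in Nkd, 0.0024 for Wnt, 0.0016 for Notch, 1.8e-04 for Hippo, 7.5e-05 for MAPK and 2.1e-08 for wing and vein in Nkd ΔR1S, 7.4e-06 for Wnt in Nkd Δ30aa and 0.0024 for Wnt and 0.0076 for Notch in Nkd ΔD6. For other lists and single genes, 19 kept their direction and side of the threshold and 17 came to pass it.

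An estimated correlation ended list calls. Camera adjusted p-values were 0.52 for Wnt, 0.52 for Notch, 0.52 for Hippo, 0.52 for MAPK and 0.52 for wing and vein in Nkd, 0.55 for Wnt, 0.55 for Notch, 0.55 for Hippo, 0.55 for MAPK and 0.55 for wing and vein in Nkd ΔR1S, 0.43 for Wnt, 0.43 for Notch, 0.43 for Hippo, 0.43 for MAPK and 0.43 for wing and vein in Nkd Δ30aa and 0.55 for Wnt, 0.55 for Notch, 0.55 for Hippo, 0.55 for MAPK and 0.55 for wing and vein in Nkd ΔD6. Of the values of single genes and other lists, 25 kept their direction and side of the threshold and 11 no longer passed it.

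A logistic model with gene length and expression ended these. For lists, model adjusted p-values were 0.22 for Notch, 0.35 for Hippo, 0.37 for MAPK and 0.15 for wing and vein in Nkd Δ30aa and 0.29 for Hippo, 0.29 for MAPK and 0.29 for wing and vein in Nkd ΔD6. Among single genes and other lists, 26 kept their direction and side of the threshold, 2 came to pass it and 8 no longer passed it.

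Leaving the genes of Table 1 out of the lists ended these. Fisher tests of the lists gave adjusted p-values of 0.26 for MAPK in Nkd Δ30aa and 0.3 for Hippo and 0.31 for MAPK in Nkd ΔD6.

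Leaving out each replicate in turn, with a lone library assumed to vary like the other groups, gave ranges. Genes in Nkd against GFP ranged over 2 to 339 higher and 2 to 196 lower. Genes in Nkd ΔR1S against GFP ranged over 0 to 5 higher and 2 to 5 lower. Genes in Nkd Δ30aa against GFP ranged over 727 to 1173 lower. Genes in Nkd ΔD6 against GFP ranged over 0 to 1135 higher and 0 to 386 lower. Genes in Nkd ΔR1S against Nkd ranged over 1 to 26 higher and 2 to 6 lower. Genes in Nkd Δ30aa against Nkd ranged over 1 to 143 changed. Genes in Nkd ΔD6 against Nkd ranged over 0 to 5 changed. Calls shared with Nkd ranged over 0 to 2 higher and 1 to 5 lower in Nkd ΔR1S, 2 to 320 higher and 1 to 186 lower in Nkd Δ30aa and 0 to 280 higher and 0 to 113 lower in Nkd ΔD6. In Nkd the Fisher adjusted p ran from 0.039 to 1 for Wnt, 0.028 to 1 for Notch, 0.035 to 1 for Hippo, 0.009 to 1 for MAPK and 3.4e-05 to 1 for wing and vein. In Nkd Δ30aa the Fisher adjusted p ran from 0.02 to 0.28 for Wnt. In Nkd ΔD6 the Fisher adjusted p ran from 0.041 to 1 for Notch, 4.1e-07 to 1 for Hippo, 5.2e-05 to 1 for MAPK and 1.2e-09 to 1 for wing and vein. The camera adjusted p in Nkd ΔR1S ran from 2.5e-06 to 0.35 for Wnt, 3.5e-05 to 0.063 for Notch and 1.1e-07 to 0.1 for Hippo. The log2 fold change of *nkd* ran from 4.05 to 5.09 in Nkd, 2.61 to 3.62 in Nkd ΔR1S and 4.06 to 5.07 in Nkd ΔD6. Despite this, *nkd* was not called in Nkd without Nkd replicate 2 or in Nkd ΔD6 without Nkd ΔD6 replicate 1. In Nkd ΔR1S it was not called with any 1 GFP or Nkd ΔR1S replicate left out. Low counts in such fits therefore do not show that changes are absent. Covariances with Nkd ran from 0.51 to 0.97 in Nkd ΔR1S, 0.59 to 1.2 in Nkd Δ30aa and 0.57 to 1.3 in Nkd ΔD6. Counts of 0 are from edgeR, beside unadjusted counts of 645 in Nkd ΔR1S, 1847 in Nkd ΔD6 and 431 in Nkd ΔD6 against Nkd with all libraries, and DESeq2 counts on the 4 libraries of 149, 1548 and 128.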

Differences from the paper's values

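For genes lower in Nkd than in GFP disks, the paper gives 254 and the counts here give 418, at the same thresholds. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with RLE normalization (238), no filter (191), DESeq2 on all libraries (277) or on the 4 libraries (264), the replicate block (358) and without GFP replicate 2 (196). It did not with edgeR on the 4 libraries (0; 601 at an unadjusted p under 0.05), gene length offsets (34), those offsets with the block (20), an unadjusted p (601), an adjusted p alone (938), or without GFP replicate 1 (6), Nkd replicate 1 (14) or Nkd replicate 2 (2).

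For genes changed in Nkd ΔR1S against GFP disks, the paper gives 116 and the counts here give 16. DESeq2 on the 4 libraries gave 149, within 1.5 times the paper's number. The others did not: RLE normalization (15), no filter (17), DESeq2 on all libraries (378), edgeR on the 4 libraries (0; 645 at an unadjusted p under 0.05), the replicate block (11), gene length offsets (20), both (18), an unadjusted p (645), an adjusted p alone (16), and leaving out GFP replicate 1 (2), GFP replicate 2 (3), Nkd ΔR1S replicate 1 (7) or Nkd ΔR1S replicate 2 (10). For genes higher in Nkd disks, the paper gives 418 against 283 here, and DESeq2 on the 4 libraries gave 531.

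Table 1 of the paper lists 32 genes as differentially expressed in Nkd against GFP disks, and 17 of them were called here. The others had log2 fold changes of 0.73 for ft, 0.72 for Delta, 0.67 for cic, 0.66 for dlp, 0.66 for crb, 0.63 for dally, 0.61 for Sos, 0.61 for ed, 0.60 for emb, 0.59 for Egfr, 0.58 for Apc2, 0.56 for Raf, 0.56 for sty and 0.54 for gro, and -0.28 for the gene with the symbol CBP (standard error 0.12, adjusted p = 0.120). Of these, DESeq2 called all but CBP on all libraries and on the 4 libraries, where it called 30 and 31 of the 32. RLE normalization called crb, Apc2, Raf, sty and gro, no filter called Apc2, Raf, sty and gro, leaving out GFP replicate 2 called Delta, Raf, sty and gro and the replicate block called ed. An adjusted p alone called Apc2, Raf, sty and gro, and an unadjusted p called ft, Delta, cic, dlp, crb, dally, Sos, ed, emb and Egfr. The Drosophila CREB-binding protein gene is nej, which had a log2 fold change of 0.85 (standard error 0.30, adjusted p = 0.0870) and was called by DESeq2 on all libraries (adjusted p = 0.00687) and on the 4 libraries (adjusted p = 0.0132).

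The paper states that the Wnt, Notch, Hippo and MAPK pathways were enriched among the changed genes of Nkd disks. Here Fisher's test on the fixed lists gave adjusted p = 0.742, 0.885, 0.0591 and 0.663. These cannot be set directly beside the P values in Table 1, which come from KEGG pathways in KOBAS and the paper's DESeq2 calls. The lists here were written from general knowledge, the calls are from edgeR, and the p-values are adjusted over the lists of a comparison. A higher value here therefore does not by itself contradict the paper's enrichment. The fixed lists hold Table 1 genes, which the study picked on these samples, so a pass is not independent of its calls. With no filter, the background of the test was 14420 genes rather than 9264, and more Wnt, Notch and MAPK genes were called. The lists that passed were Wnt, Notch, Hippo and MAPK with no filter (0.016, 0.0094, 0.0014 and 0.0031), Hippo with RLE normalization (0.01) and Notch, Hippo and MAPK with DESeq2 on all libraries (0.014, 0.016 and 0.014). Others were Hippo and MAPK with DESeq2 on the 4 libraries (0.0035 and 0.0011), Wnt, Notch, Hippo and MAPK without GFP replicate 2 (0.039, 0.028, 0.035 and 0.009) and Hippo at an unadjusted p (0.0067). The paper also states enrichment of wing morphogenesis, transcription, cell cycle and neuron differentiation in Nkd disks. The nearest lists here, wing and vein, chromatin organization, cell cycle and neurogenesis, gave 0.572, 0.262, 0.971 and 0.772. They are not the terms of the paper's DAVID and Cytoscape analyses, so the same limits apply. The lists that passed were wing and vein, chromatin and cell cycle with no filter (0.0094, 1.6e-04 and 0.0048), chromatin with RLE normalization (0.0012) and wing and vein and chromatin with DESeq2 on all libraries (2.1e-04 and 1.7e-06). Others were wing and vein and chromatin with DESeq2 on the 4 libraries (0.0011 and 1.1e-05), wing and vein, chromatin and neurogenesis without GFP replicate 2 (3.4e-05, 0.028 and 0.044) and wing and vein and chromatin at an unadjusted p (0.0027 and 1.1e-04). Camera with the preset correlation also passed these 8 lists, calls that were lost with an estimated correlation (adjusted p = 0.520 each).

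The paper states that the DEGs of the groups were enriched in neurogenesis, without naming in its text the groups that passed, and its figure marks some values as not significant. Here the neurogenesis list gave adjusted p = 0.833 in Nkd ΔR1S, 0.420 in Nkd Δ30aa and 0.338 in Nkd ΔD6 disks, and passed by Fisher's test only in Nkd Δ30aa disks with no filter (0.0025) among the settings run. Camera with the preset correlation passed it in all 3 groups (0.013, 0.009 and 0.03), and with an estimated correlation in none (0.548, 0.478 and 0.552). The paper states that Hippo signaling was altered by Nkd ΔR1S. Here 1 Hippo gene was called, and Fisher's test gave adjusted p = 0.833, but the list passed with DESeq2 on all libraries (7.1e-04), at an unadjusted p (0.012) and by camera with the preset correlation (1.8e-04), the last lost with an estimated correlation (0.548). The same settings did not set Hippo apart. Fisher's test also passed the wing and vein list with DESeq2 on all libraries and at an unadjusted p, and the MAPK list with DESeq2 on all libraries. Camera with the preset correlation also passed the Wnt, Notch, MAPK and wing and vein lists, calls that an estimated correlation ended too.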

Other observations

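Of 80 cytoplasmic ribosomal protein genes, 30 were lower and 0 higher in Nkd against GFP disks by edgeR (31 and 0 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.08e-12; camera adjusted p = 1.57e-19, and adjusted p = 0.520 with an estimated correlation). RpL29 fell by 0.91 (standard error 0.13, adjusted p = 0.0224), from 2900 ± 487 to 1547 ± 50.7 CPM (SD, n = 2). Mitochondrial ribosomal protein genes had 0 higher and 14 lower of 71 (0 and 17 when adjusted over the list alone; adjusted p = 0.0134), among them mRpS17 at -0.88. In Nkd Δ30aa disks 51 and 37 genes of the lists were lower and 1 and 0 higher, with 23 mitochondrial ones called without GFP replicate 1 and 3 and 0 called with gene length offsets (52 and 37 at an unadjusted p without offsets, 40 and 25 by DESeq2). These genes are short: in Nkd disks the medians were -0.55 and -0.46, and -0.12 and -0.01 with gene length offsets, where edgeR called 0 and 0 (31 and 17 at an unadjusted p under 0.05, 20 and 9 by DESeq2 on the 4 libraries). Without GFP replicate 1, Nkd replicate 1 or Nkd replicate 2, edgeR called 0, 0 and 0 cytoplasmic and 0, 0 and 0 mitochondrial ones, and 14 and 13 without GFP replicate 2. Nuclear pore and RNA export genes had 5 higher and 0 lower of 41 in Nkd (8 and 0 when adjusted over the list alone) and 15 and 0 in Nkd ΔD6 disks (adjusted p = 0.00484). In Nkd disks edgeR called 0, 6, 1 and 0 of them without GFP replicate 1, GFP replicate 2, Nkd replicate 1 and Nkd replicate 2, 11 with RLE normalization and 0 with gene length offsets (8 unadjusted, 13 by DESeq2). In Nkd ΔD6 disks the count was 0 and 0 by edgeR without GFP replicate 1 and without Nkd ΔD6 replicate 1, and 5 with gene length offsets (15 unadjusted, 15 by DESeq2).

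In Nkd ΔD6 disks, 9 of 14 Notch target genes were lower and 2 higher against GFP (Fisher's exact test, adjusted p = 7.73e-06), while the receptor and ligand genes N and Delta rose by 1.09 and 1.02. E(spl)m6-BFM fell by 1.15 (standard error 0.22, adjusted p = 0.0121) and E(spl)m7-HLH fell by 0.93 (standard error 0.17, adjusted p = 0.0115). The count of Notch targets was 0 by edgeR without GFP replicate 1 and 0 without Nkd ΔD6 replicate 1, 7 with RLE normalization and 1 with gene length offsets (11 at an unadjusted p under 0.05, 7 by DESeq2 on the 4 libraries). In Nkd disks edgeR called 0 Notch targets (2 at an unadjusted p under 0.05, 1 by DESeq2). Yki target genes had 4 of 10 higher in Nkd, 7 in Nkd Δ30aa and 7 in Nkd ΔD6 disks and 0 lower (adjusted p = 0.0566, 0.0417 and 0.00130), with ex at 1.96 and 1.54 in Nkd Δ30aa and Nkd ΔD6 disks. Without GFP replicate 1, Nkd replicate 1 or Nkd replicate 2 the Yki count in Nkd disks was 0, 0 and 0, and 0 with gene length offsets (6 unadjusted, 5 by DESeq2). In Nkd ΔD6 disks it was 0, 0 and 3 by edgeR without GFP replicate 1, Nkd ΔD6 replicate 1 and Nkd ΔD6 replicate 2 (7 unadjusted, 7 by DESeq2), and with gene length offsets 1 in Nkd Δ30aa and 1 in Nkd ΔD6 disks. Dpp pathway genes had 17 of 24 higher in Nkd Δ30aa and 12 in Nkd ΔD6 disks (adjusted p = 4.05e-04 and 8.78e-04). With gene length offsets 5 were higher and 1 lower in Nkd Δ30aa and 2 higher in Nkd ΔD6 disks. Of the Dpp genes, 0, 0 and 7 were called in Nkd ΔD6 disks by edgeR without GFP replicate 1, Nkd ΔD6 replicate 1 and Nkd ΔD6 replicate 2 (13 unadjusted, 13 by DESeq2). dpp itself had log2 fold changes of 0.17 (standard error 0.10, adjusted p = 0.288) in Nkd and 0.73 (standard error 0.10, adjusted p = 0.00127) in Nkd Δ30aa disks, the latter -0.10 with gene length offsets.

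Other lists in Nkd against GFP disks, as members higher and lower by edgeR, gave 1 and 0 of 6 hinge markers, 1 and 0 of 8 notum markers, 1 and 0 of 8 adult muscle precursor markers, 0 and 0 of 7 tracheal markers, 0 and 0 of 10 hemocyte markers, 0 and 0 of 7 fat body markers, 1 and 0 of 7 leg and haltere disk markers, 0 and 0 of 4 eye disk markers, 0 and 0 of 11 larval muscle markers, 0 and 0 of 5 nervous system markers, 0 and 0 of 11 gut markers, 0 and 0 of 3 sex markers, 0 and 0 of 10 salivary gland markers, 0 and 0 of 20 ecdysone response genes, 2 and 2 of 23 cell death and JNK stress genes, 0 and 0 of 15 heat shock genes, 0 and 1 of 50 cuticle proteins and 1 and 1 of 35 proteasome subunits. At an unadjusted p under 0.05 and by DESeq2 on the 4 libraries, the lists with a count of 0 in both directions had 0 and 0 tracheal markers, 1 and 1 hemocyte markers, 0 and 0 fat body markers, 0 and 0 eye disk markers, 1 and 0 larval muscle markers, 1 and 0 nervous system markers, 0 and 1 gut markers, 0 and 0 sex markers, 0 and 0 salivary gland markers, 2 and 1 ecdysone response genes and 2 and 2 heat shock genes called. Ubx, a haltere and leg gene, had a log2 fold change of 1.05 (standard error 0.27, adjusted p = 0.0392). The sex-linked RNA genes lncRNA:roX1 and lncRNA:roX2 had log2 fold changes of -0.28 and -0.87.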
